# Impaired SNF2L Chromatin Remodeling Prolongs Accessibility at Promoters Enriched for Fos/Jun Binding Sites and Delays Granule Neuron Differentiation

**DOI:** 10.3389/fnmol.2021.680280

**Published:** 2021-07-06

**Authors:** Laura R. Goodwin, Gerardo Zapata, Sara Timpano, Jacob Marenger, David J. Picketts

**Keywords:** SMARCA1, Snf2L, ISWI chromatin remodeler, cerebellar granule neuron progenitors, ATAC-seq, chromatin accessibility

## Abstract

Chromatin remodeling proteins utilize the energy from ATP hydrolysis to mobilize nucleosomes often creating accessibility for transcription factors within gene regulatory elements. Aberrant chromatin remodeling has diverse effects on neuroprogenitor homeostasis altering progenitor competence, proliferation, survival, or cell fate. Previous work has shown that inactivation of the *ISWI* genes, *Smarca5* (encoding Snf2h) and *Smarca1* (encoding Snf2l) have dramatic effects on brain development. *Smarca5* conditional knockout mice have reduced progenitor expansion and severe forebrain hypoplasia, with a similar effect on the postnatal growth of the cerebellum. In contrast, *Smarca1* mutants exhibited enlarged forebrains with delayed progenitor differentiation and increased neuronal output. Here, we utilized cerebellar granule neuron precursor (GNP) cultures from *Smarca1* mutant mice (Ex6DEL) to explore the requirement for Snf2l on progenitor homeostasis. The Ex6DEL GNPs showed delayed differentiation upon plating that was not attributed to changes in the *Sonic Hedgehog* pathway but was associated with overexpression of numerous positive effectors of proliferation, including targets of Wnt activation. Transcriptome analysis identified increased expression of *Fosb* and *Fosl2* while ATACseq experiments identified a large increase in chromatin accessibility at promoters many enriched for Fos/Jun binding sites. Nonetheless, the elevated proliferation index was transient and the Ex6DEL cultures initiated differentiation with a high concordance in gene expression changes to the wild type cultures. Genes specific to Ex6DEL differentiation were associated with an increased activation of the ERK signaling pathway. Taken together, this data provides the first indication of how *Smarca1* mutations alter progenitor cell homeostasis and contribute to changes in brain size.

## Introduction

Normal brain development requires the neural progenitors to interpret external cues that are used to remodel their chromatin and modulate an intrinsic gene expression program that ultimately defines cellular competence, regulates proliferation, and/or initiates a cell fate lineage decision. Indeed, progenitor cell homeostasis is a tightly regulated process that if perturbed can affect brain size, cellular fate and lamination, and/or cause neurodevelopmental disorders. The characterization of animal models have shown that ablation of chromatin remodeling factors significantly impact neurogenesis, while human genetic studies have implicated them in numerous neurodevelopmental disorders (Bogershausen and Wollnik, 2018; Goodwin and Picketts, 2018; Sokpor et al., 2018; Timpano and Picketts, 2020).

Chromatin remodeling is catalyzed by conserved complexes containing a subunit with a SNF2-like helicase domain that binds and hydrolyzes ATP to reposition nucleosomes. These complexes can be subdivided into four classes, the switch/sucrose non-fermenting (SWI/SNF), imitation-switch (ISWI), chromodomain helicase DNA binding (CHD), and inositol requiring 80-like (INO80) families based on extended homology within the ATPase domain and the inclusion of additional motifs that facilitate chromatin interactions (Clapier et al., 2017). The mammalian ISWI family comprises the closely related *SMARCA1* and *SMARCA5* genes that are orthologs of the *Drosophila ISWI* gene and encode the SNF2L and SNF2H proteins, respectively. The mammalian ISWI proteins form heterodimers comprised of either SNF2H or SNF2L and, most often, a *BAZ* (bromodomain adjacent to zinc finger) gene family member (Goodwin and Picketts, 2018). Seven complexes have been purified including the NURF (Nucleosome remodeling factor), ACF (ATP-utilizing chromatin assembly factor) and CHRAC (chromatin assembly complex) complexes that are highly conserved across species (Tsukiyama and Wu, 1995; Ito et al., 1997; Varga-Weisz et al., 1997). In addition, four novel complexes have been purified from mammalian cells, namely the WICH (WSTF-ISWI chromatin remodeling complex), CERF (CECR2-containing remodeling factor), RSF (remodeling and spacing factor), and NoRC (Nucleolar remodeling complex) complexes (LeRoy et al., 1998; Strohner et al., 2001; Bozhenok et al., 2002; Banting et al., 2005). While it was originally reported that five complexes contained SNF2H (ACF, CHRAC, NoRC, RSF, WICH) and two comprised SNF2L (CERF, NURF), a recent study has suggested that SNF2H and SNF2L are interchangeable within all seven complexes and identified a novel eighth complex containing the protein BAZ2A (Oppikofer et al., 2017). However, most genetic and biochemical data indicate that *Smarca1* and *Smarca5* have non-redundant functions, as described below.

The ISWI proteins remodel and space nucleosome arrays *in vitro* albeit with different affinities (Corona et al., 1999; Langst et al., 1999; Tang et al., 2004; Leonard and Narlikar, 2015; Clapier et al., 2017), and have different effects on the positioning of nucleosomes at transcriptional start sites (TSS) and at CTCF and other transcription factor binding sites (Qiu et al., 2015; Kwon et al., 2016; Wiechens et al., 2016). Moreover, SNF2H containing complexes facilitate DNA repair, regulate heterochromatin maintenance and coordinate rRNA gene expression; functions not demonstrated for SNF2L complexes (as reviewed by Goodwin and Picketts, 2018). However, distinct roles seem less clear when examining mouse models. The inactivation of *Bptf*, the gene encoding the largest subunit of the Snf2l-containing NURF complex results in decreased progenitor self-renewal and impaired terminal differentiation in multiple cell types (Landry et al., 2008, 2011; Koludrovic et al., 2015; Frey et al., 2017). Similarly, inactivation of the *Smarca5* gene resulted in reduced growth and pre-implantation lethality, while tissue specific-inactivation in the developing brain resulted in mice with a striking cerebellar hypoplasia caused by a drastically reduced proportion of proliferating cells in the external granule cell layer (Stopka and Skoultchi, 2003; Alvarez-Saavedra et al., 2014). Given that Snf2l is also expressed in the granule neurons of the cerebellum, it provides the opportunity to utilize granule neuron progenitor cultures to define whether Snf2h and Snf2l act with overlapping or separate functions in progenitor cell homeostasis.

The development of the cerebellum is dependent on two distinct progenitor populations, one located in the ventricular zone (VZ) lining the fourth ventricle and one in the upper rhombic lip (Hatten and Heintz, 1995). The VZ progenitors give rise to all the inhibitory neurons, including Purkinje neurons, while some of these Nestin-expressing progenitors migrate to the external granule layer (EGL) to produce Bergmann glia (Hatten and Heintz, 1995; Hoshino et al., 2005). The progenitors from the rhombic lip give rise to all excitatory neurons including those that form the deep cerebellar nuclei and the population of granule neuron precursors (GNPs) that migrate to the EGL where they proliferate extensively in the postnatal period to produce granule neurons and promote folia growth (Hatten and Heintz, 1995; Alder et al., 1996; Machold and Fishell, 2005). *Smarca5* is expressed robustly in the rhombic lip and the VZ in the embryo but it only seems to affect GNP expansion as normal numbers of Purkinje neurons were detected in the hypoplastic cerebellum of *Smarca5* cKO mice (Alvarez-Saavedra et al., 2014). In contrast, *Smarca1* showed very weak expression in the VZ and rhombic lip appearing more prevalently after birth in differentiating granule neurons (Alvarez-Saavedra et al., 2014). In the cerebral cortex, mice with a targeted deletion of exon 6 of the *Smarca1* gene (Ex6DEL mice) that encodes the ATP-binding pocket resulted in increased proliferation of intermediate progenitor cells (IPCs) that delayed differentiation and gave rise to animals with a larger brain (Yip et al., 2012). These studies suggest that the ISWI proteins Snf2h and Snf2l play distinct and critical roles in regulating the transition of a proliferating progenitor to a differentiated neuron.

The aim of the current study was to determine the effects of *Smarca1* loss on GNP proliferation and granule neuron differentiation in the developing cerebellum. Moreover, we sought to utilize primary GNP cultures to assess the global changes to the chromatin landscape and transcriptome as a means to define the underlying function of Snf2l during neurogenesis. In this way, we established that GNPs require Snf2l to limit chromatin accessibility at key TSS to promote differentiation. Cultures from the Ex6DEL mice showed an enrichment of chromatin accessibility, particularly at the TSS of genes containing Fos/Jun binding sites that delayed differentiation. Despite the delay in differentiation the Ex6DEL cells utilized a similar genetic program to differentiate that was characterized by increased activation of the ERK pathway.

## Materials and Methods

### Animal Work

The *Smarca1* gene resides on the X chromosome and the generation of the *Smarca1*^Ex6DEL/Y^ male mice have been described previously (Yip et al., 2012). Animals were maintained on an FVB/N background and housed in an animal facility under SPF (specific pathogen-free) conditions on a 12/12 light:dark cycle with water and food *ad libitum.* All animal experiments were approved by the University of Ottawa’s Animal Care ethics committee, with the guidelines set out by the Canadian Council on Animal Care. *Smarca1*^Ex6DEL/+^ female mice were bred with wild-type males and pups were harvested between 4 and 6 days after birth for GNP isolation, or at postnatal day 10 (P10) for RNA isolation.

### GNP Cultures

GNPs were isolated from the cerebella of postnatal day (P)4-P6 pups as previously described by Lee et al. (2009). To increase GNP culture purity, GNPs were passed through a 60–35% Percoll step gradient (Sigma, cat # P4937), wherein GNPs settled at the 35–60% interphase. Cells were plated in serum-free Neurobasal^TM^-A medium with B-27 supplement (Thermo Scientific, cat # 0080085-SA) at a density of 5.5 × 10^5^ cells/well of a 24 well plate coated with 1 mg/ml Poly-D-lysine hydrobromide (Sigma, cat # P6407). A partial media change was performed within a day of isolation and repeated every 48 h. GNP viability was assessed using the Beckman Coulter Vi-CELLTM XR Cell Viability Analyzer default cell counting system (cell size 5–50 μM). Cell viability was assessed by trypan blue dye exclusion method.

Genotyping was performed on genomic DNA from freshly isolated GNP cultures after dissection under the following PCR conditions: a denaturing cycle at 94°C for 2 min, 39 PCR cycles (94°C for 30 s, 60°C for 30 s, 72°C for 45 s) and a final cycle at 72°C for 10 min. A three primer system was used for genotyping with two primers located in the introns flanking exon 6 (Smarca1Intron5For: 5′-CCTGGGCTGGAACCATGATC-3′ and Smarca1Intron6Rev: 5′-GTATGGACAAGTGTGTGAAGCC-3′) and a third primer located within Exon 6 (Smarca1Exon6Rev: 5′-CCATGTGGGGTCCAGGAATG-3′). PCR conditions result in the amplification of only the smaller WT product of 509 bp (Intron5-Exon6; the larger 1108 bp Intron5-Intron6 product is undetectable). The Ex6DEL product is 450 bp and the PCR reactions were electrophoresed on a 1.5–2% agarose gel for genotype analysis.

### BrdU-Pulse Labeling and Immunostaining

Granule neuron precursors cultured on coverslips (*n* = 4) were pulse labeled by adding BrdU (50 μM; Sigma, cat # B-5002) directly to the culture for 2 h. For BrdU immunodetection, cells were fixed (2% PFA, 10 min, RT) and permeabilized (PBS with 0.03% triton-X 100, 10 min at RT) and then were subjected to a DNA hydrolysis incubation (2.5 N HCl, 10 min, RT) prior to immunostaining. For immunostaining, cells were fixed to coverslips and permeabilized as described above. Cells were blocked in 10% horse serum (Life Technologies, cat # 26050-088) in TBST with BSA for 1 hr at RT. Primary antibodies rabbit anti-NF200 (1:500, Sigma, N4142); rabbit anti-Ki67 (1:500, Abcam, ab16667); mouse anti-BrdU (1:500, BD Bioscience, 347580); or rabbit anti-GFAP (1:500, Stem Cell Technologies, 01415) were diluted 1:500 in blocking solution and incubated on the coverslips overnight at 4°C. Secondary Alexa Fluor^®^ (Jackson Immunoresearch) antibody was diluted 1:4000 in PBS and applied for 30 min RT prior to 5 min in a 1:10000 bis-benzimide-Hoescht 33342 (Sigma, United States, cat#B2261) solution in PBS. Coverslips were mounted onto slides with mounting medium (Agilent Technologies, cat # S3023). Coverslips were imaged with an Axio Imager M1 microscope (Zeiss) using either 20X or 40X objectives. Images (6 per time point for each replicate) were prepared with Fiji software^1^ (version 2.0.0). All BrdU-positive cell counts were performed relative to DAPI-labeled nuclei and statistically analyzed by two-way ANOVA from 3-replicate experiments using Excel software. Statistical significance was assumed when the *p*-value was less than 0.05. *p*-values were annotated on the figures as follows: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001.

### Immunoblotting

Cerebellar extracts were quickly dissected from individual pups and then homogenized in ice-cold lysis buffer supplemented with protease inhibitor cocktail (Sigma, United States; P8340) and phosphatase inhibitor cocktail (Fisher, cat # 78441), and then incubated for 10 min at 4°C with gentle mixing. Cultured GNP cell lysates were prepared similarly following resuspension in PBS with a cell scraper. After pre-clearing by centrifugation (5 min at 17,000 × *g*), proteins were quantified by the Bradford method (BioRad, cat # 500-00006). Protein samples were resolved on sodium dodecyl sulfate polyacrylamide gels under denaturing conditions or using Bis-Tris 4–12% gradient gels (NuPage, Invitrogen, United States; cat # NP0007) and blotted onto PVDF membranes (BioRad, cat # 162-0177) by wet transfer for 1 hr at 90V. Membranes were blocked (45 min, room temperature) with 5% skim milk in TBST and incubated (4°C, overnight) in primary antibody [rabbit anti-Snf2l (1:2000, Abcam, ab37003); rabbit anti-Snf2h (1:2000, Abcam, ab72499); rabbit anti-vinculin (1:2000, Abcam, ab129002); rabbit anti-Ki67 (1:2000, Abcam, ab16667); mouse anti-NeuN (1:2000, Millipore, MAB377); mouse anti-Tuj1 (1:2000, Stem Cell Technologies, 01409); rabbit anti-CECR2 (1:1000; gift from Dr. Heather McDermid, uAlberta); rabbit anti-ERK (1:2000, Santa Cruz, sc154); or mouse anti-pERK (1:500, Santa Cruz, sc7383)]. Membranes were incubated (1 h, RT) with ImmunoPure^®^ HRP-conjugated goat anti-rabbit or goat anti-mouse IgG (H + L) secondary antibodies (1:25000; Pierce, Rockford, IL, United States). Membranes were washed 3 × 10 min in TBST after antibody incubations, and the signal was detected using the Pierce Supersignal West Fempto chemiluminescence substrate (ThermoFisher Scientific, cat # 34095). At least 2 separate Western blots were quantified using ImageJ software for quantitation (Schneider et al., 2012).

### Co-immunoprecipitation (co-IP)

Each co-IP was prepared with 500 μg of P21 cerebellar protein lysate (described above), 1 μg antibody, protease inhibitors and lysis buffer to bring the final co-IP volume to 500 μL, which was then rocked overnight at 4°C. Protein A/G magnetic beads (Bioclone Inc, #MA-102) was rinsed twice on a magnetized stand (Thermo Fisher) with two volumes of non-denaturing lysis buffer. Thirty μL bead slurry was then added to each co-IP reaction for capture on a rocking platform at 4°C for 1 h. Beads were washed 5 times in 1 mL 0.3% triton-X in PBS, with each wash being performed on a rocking platform at 4°C for 5 min. Beads were resuspended in 0.1M glycine (pH 2.5) elution buffer and incubated for 10 min RT prior to recovering eluate. Elution was repeated 3 additional times. Samples were prepared in 1:3 in 1X NuPAGE LDS Sample Buffer and 1.5% β-mercaptoethanol (Sigma, #M7522) prior to immunoblotting.

### qRT-PCR

RNA was isolated from P10 cerebella or cultured GNPs using TRIzol Reagent (Life Technologies, #15596018) according to manufacturer’s instructions. RNA was purified using DNA-*free* kit (ThermoFisher Scientific, AM1906) according to the manufacturer’s instructions. Complementary DNA (cDNA) was generated with the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher, #K1621) and was carried out in a thermocycler for 5 min at 25°C, 1 h at 42°C followed by 5 min at 70°C. qPCR reactions were prepared by mixing 10 μL Lo-ROX 2X SYBR Master Mix (FroggaBio Inc, #BIO-94020) with 0.5 μM of primers and 200 ng of cDNA. Primer used in this study are listed in Table 1. All reactions were performed in technical triplicates. qPCR was carried out on MicroAmp^®^ Fast Optical 96-well Reaction Plate (Life Technologies, #4346906) and run on 7500 Applied Biosystems^®^ Fast Real-Time PCR System [95°C 5 min, 40 cycles (95°C for 5 s, 60°C for 15 s, 72°C for 20 s), and 72°C for 5 min]. Relative fold change was normalized using two controls (18S rRNA and GAPDH) and calculated using ΔΔCt method. Statistical significance was determined using Student’s *t*-test.

**TABLE 1:** List of qPCR primers used for validation of differential gene expression.

BDNF	F: 5′-AGCCTCCTCTTCTCTTTCTGCTGGA-3′ R: 5′-CTTTTGTTGTCTATGCCCCTGCCTT-3′
Sox2	F: 5′-TGCTCAAGATCAAATGGC-3′ R: 5′-GGACTTTTGACCCAGTG-3′
TH	F: 5′-TCCCCAAGGTTCATTGGACG-3′ R: 5′-GGTACCCTATGCATTTAGCT-3′
c-Fos	F: 5′-GGGGACAGCCTTTCCTACTA-3′ R: 5′-CTGTCACCGTGGGGATAAAG-3′
FosB	F: 5′-AAGTGTGCTGTGGAGTTC-3′ R: 5′-ATGTTGGAAGTGGTCGA-3′
Fosl2	F: 5′-CCAGCAGAAGTTCCGGGTAG-3′ R: 5′-GTAGGGATGTGAGCGTGGATA-3′
JunB	F: 5′-TCACGACGACTCTTACGCAG-3′ R: 5′-CCTTGAGACCCCGATAGGGA-3′
Jun	F: 5′-CCTTCTACGACGATGCCCTC-3′ R: 5′-GGTTCAAGGTCATGCTCTGTTT-3′
c-Jun	F: 5′-ACGACCTTCTACGACGATGC-3′ R: 5′-CCAGGTTCAAGGTCATGCTC-3′
JunD	F: 5′-CCAGGTTCAAGGTCATGCTC-3′ R: 5′-AGCCCGTTGGACTGGATGA-3′
Ets-1	F: 5′-AAAGAGTGCTTCCTCGAGCT-3′ R: 5′-AGGCTGTTGAAGGATGACTG-3′
Edn-1	F: 5′-TTTTTCCCCACTCTTCTGACCC-3′ R: 5′-AGTCCATACGGTACGACG-3′
Ednra	F: 5′-CAACTGTGTCTAGGAGGTGGGG-3′ R: 5′-ATGGTCAGCCAAAAGTATGCCG-3′
Ednrb	F: 5′-TTGCTCGCAGAGGACTGGCCA-3′ R: 5′-AAGCATGCAGACCCTTAGGGG-3′
Fgf-3	F: 5′-TCCACAAACTCACACTCTGC-3′ R: 5′-GAACAGCGCCTATAGCATCC-3′
Fgf-5	F: 5′-AACTCCTCGTATTCCTACAATCC-3′ R: 5′-CGGATGGCAAAGTCAATGG-3′
18S	F: 5′-TGTCTCAAAGATTAAGCCATGC-3′ R: 5′-GCGACCAAAGAAACCATAAC-3′
Gapdh	F: 5′-ATCCACGACGGACACATTGG-3′ R: 5′ -CAACGACCCCTTCATTGACCTC-3′

### RNA-seq Analysis

RNA was isolated from GNPs (∼3 × 10^6^ cells) using TRIzol (Life Technologies, #15596018) according to manufacturer’s instructions. RNA cleanup was performed with PureLink RNA Mini Kit (Thermo Fisher, #12183020) with in-column DNaseI digestion (Thermo Fisher, AM1906). RNA samples (*n* = 3) were sequenced at GenomeQuébec (Montréal). RNA integrity was confirmed upon arrival by Bioanalyzer prior to cDNA library generation. Paired RNA-seq was performed on HiSeq4000 PE 100 bp lane and a minimum of 35 million reads was obtained per sample. Quality control (QC) on raw.fastq files was carried out with FastQC (version 0.11.5). Reads were pseudoaligned to GRCm38 (release 88) by kallisto (version 0.44.0; bootstraps = 50) and quantified with Sleuth (version 0.29.0). Differentially expressed genes (DEGs) set a fold-change threshold of ±1.5 with qval ≤0.05. Heatmaps were generated with pheatmap (version 1.0.10) and RColorBrewer (version 1.1-2). Gene Ontology (GO) enrichment analysis^2^ established enriched biological process terms (significant enrichment set at fold enrichment ≥ 1.5 and FDR ≤ 0.05). oPOSSUM was used to identify the transcription factor binding sites within promoter sequences of the differentially expressed genes (Kwon et al., 2012). RNA-seq data was deposited into the GEO database with the accession number GSE122173.

### ATAC-seq Sample Preparation

Samples from WT and Ex6DEL GNP cultures [1 days *in vitro* (DIV) and 3DIV; *n* = 2] were prepared according to Buenrostro et al. (2013, 2015) with modification in transposase reaction conditions. Briefly, 50,000 cells were pelleted, resuspended in 50 μL lysis buffer and centrifuged (500 × *g* for 10 min at 4°C). Transposition mix was prepared by combining 25 μL Nextera TD 2X reaction buffer and 5 μL Nextera TDE1 Tn5 Transposase (Illumina, #FC-121- 1030) to 20 μL nuclease free H2O. Nuclei pellet was resuspended in transposition mix and incubated for 40 min at 37°C. Transposed DNA was purified and eluted using Qiagen MinElute PCR Purification Kit (Qiagen, #28004). The PCR reaction was prepared with 10 μL eluted tagmented DNA, 10 μL nuclease-free H2O, 2.5 μL 25 μM ATAC PCR primers and 2X NEBNext High-Fidelity 2X PCR master mix (New England Biolabs, #M0541S). Amplification and qPCR side reaction was carried out as previously described by Buenrostro et al. (2013, 2015). The amplified library was cleaned with Qiagen MinElute PCR Purification Kit and verified by Bioanalyzer prior to sequencing (Stemcore, Ottawa Hospital Research Institute). Sequencing was performed with Illumina NextSeq500 (PE 75 bp) and an average of 100 million reads were obtained per sample (Stemcore, Ottawa Hospital Research Institute).

### ATAC-seq Analysis

Quality control on raw fastq files was carried out with FastQC (version 0.11.6). Adapters were trimmed using atactk (version 0.1.5) and aligned to mm10 with Bowtie 2 (version 2.3.4). Duplicates were removed with Picard tools (version 2.17.0) and peaks were called using macs2 –shift −100, –ext size 200 in –broad mode (qval < 0.1). BigWig files were prepared for visualization with deepTools2 bamCoverage command and normalized to reads per kilobase per million mapped reads (RPKM) and visualized with IGV (Thorvaldsdottir et al., 2013). DeepTools2 was used to plot read abundance over scaled gene and accessibility heatmaps (Ramirez et al., 2016). Differentially accessible regions (DARs) were established from consensus peaks of merged replicates without summits with DiffBind (version 2.8.0; Ross-Innes et al., 2012). Distribution over genomic features was plotted with ChIPpeakAnno (version 3.14.0; Zhu et al., 2010). ATACseqQC (version 1.2.9; Ou et al., 2018) was used to separate reads based on length. HOMER was used to annotate peaks, as well as to identify and quantify differential motif binding sites on accessible peaks (Heinz et al., 2010). SeqPlots was used to quantify and compare accessible TSS (Stempor and Ahringer, 2016). mESC E14 merged control ATACseq dataset (GEO number GSE98390) was retrieved and analyzed similarly using deepTools2. DAVID was used to identify the biological process, Gene Ontology (GO) functional annotation of ATAC peaks alongside the 0 and 72 h DEGs (Huang da et al., 2009). Dplyr^3^, ggplot2^4^, and Vennerable^5^ were then used to organize and plot results in R (RStudio Team., 2020). Gene Transcription Regulation Database (GRTD) was used to identify the overlap of Fos/Jun/AP-1 binding sites between the DAR and DEG list of the granule neuron progenitor cell population^5^. The ATAC-seq data was deposited into the GEO database with the accession number GSE122172.

## Results

During forebrain development, the *ISWI* homologs *Smarca5* and *Smarca1* (encoding Snf2h and Snf2l proteins, respectively) play essential non-redundant roles. When *Smarca5* is inactivated progenitor expansion is compromised leading to cortical hypoplasia (Alvarez-Saavedra et al., 2019). In contrast, the Ex6DEL mice, containing an internal deletion in the *Smarca1* gene and lacking a functional Snf2l protein present with an enlarged brain due to hyperproliferation of the IPCs (Yip et al., 2012). Taken together, this data suggests that Snf2l and Snf2h have differential effects on progenitor cell homeostasis. *Smarca5* and *Smarca1* are both expressed in the developing postnatal cerebellum, with the early loss of expression of *Smarca5* causing a severe reduction in cerebellar granule neuron progenitor expansion and cerebellar growth (Alvarez-Saavedra et al., 2014). To determine whether the ISWI proteins have antagonistic roles in the cerebellum, we isolated primary cultures of GNPs from WT and Ex6DEL mice to study the role of the Snf2l protein (Figure 1A; Oliver et al., 2005; Bassett et al., 2016). Freshly isolated GNPs from WT spontaneously differentiate over 3 days in culture into granule neurons (GNs) in the absence of Sonic hedgehog protein (Shh) or agonist (Wechsler-Reya and Scott, 1999). The GNP cultures had a high level of purity as we observed < 5% of cells positive for glial acidic fibrillary protein (GFAP; Supplementary Figure 1A). Immunostaining for neurofilament 200 (NF200) of the GNPs from WT suggested a neuronal identity and, by 3 DIV, highlighted the growth of neurite extensions (Figure 1B) that were also readily visible by phase-contrast microscopy (WT, Figure 1E). Immunoblot analysis at 1 DIV and at 3 DIV from WT GNP cultures indicated that Snf2l protein levels increased 3.6-fold with differentiation while Snf2h protein levels decreased by 11-fold (Figure 1C), consistent with our observations in murine cerebellar extracts (Alvarez-Saavedra et al., 2014). The WT cells were also immunoblotted for two pan-neuronal markers (NeuN, Tuj1) and a protein characteristic of cycling cells (Ki67). These blots indicated that GNPs of WT had exited the cell cycle and obtained neuronal identity by 3 DIV (Figure 1C). Next, we isolated GNPs from the Ex6DEL mice to compare their differentiation properties. Immunoblot and PCR genotyping analysis (WT band 508 bp; Ex6DEL band 450 bp) confirmed that the cells were deleted for exon 6 and expressed the internally truncated Snf2l protein (WT protein 122 kDa; Ex6DEL protein 115 kDa; Figure 1D). While the cultures were very similar at 1 DIV, we observed that the majority of the Ex6DEL GNPs had not extended neurites by 3 DIV (Figure 1E) despite insignificant differences in cell viability (Supplementary Figure 1B).

**FIGURE 1:**
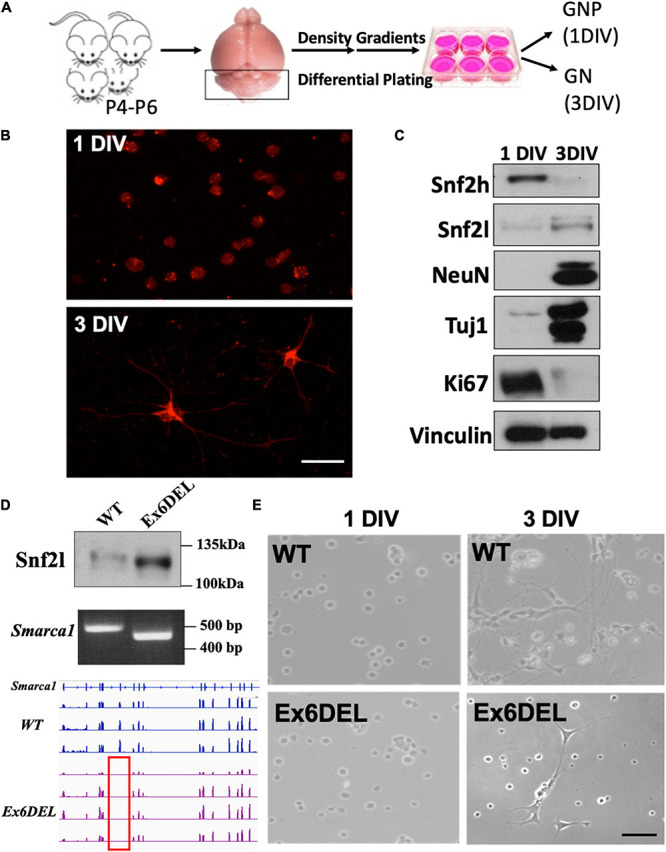
Generation of GNP cultures from the Ex6DEL mice. **(A)** Schematic diagram of the procedure for generating GNP and granule neuron cultures. **(B)** Representative images of WT cultures 1 DIV (top image) and 3 DIV (bottom image) stained with neurofilament-200 (red). Scale bar, 25 μM. **(C)** Protein extracts of primary GNP cultures at I and 3 DIV were immunoblotted for the ISWI proteins (Snf2h, Snf2l), neuronal (Tuj, NeuN) and proliferation (Ki67) markers. Vinculin was used as a loading control. **(D)** Immunoblot (top panel), *Smarca1* genotyping (middle panel), and RNAseq analysis (bottom panel) from WT and Ex6DEL GNP cultures confirmed the loss of exon 6 in the GNP cultures isolated from Ex6DEL mice. The red rectangle outlines the absence of RNAseq reads corresponding to the position of exon 6. **(E)** Phase contrast images of GNP cultures from WT and Ex6DEL mice. Scale bar, 50 μM.

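Smarca1 (ENSMUSG00000031099), the X-linked gene that encodes Snf2l, an ATPase of the ISWI chromatin remodelers, was measured in each of the 12 cultures sequenced by RNAseq. At 1 DIV its level was 25.3 ± 11.8 CPM in Ex6DEL and 22.3 ± 1.37 in WT (SD, n = 3 cultures each). At 3 DIV it was 35.4 ± 2.98 CPM in Ex6DEL and 40.2 ± 3.50 in WT. The log2 fold changes of Ex6DEL against WT were 0.18 at 1 DIV (standard error 0.29, adjusted p = 0.796) and -0.18 at 3 DIV (standard error 0.29, adjusted p = 0.780) in edgeR's quasi-likelihood test. Between 1 and 3 DIV, Smarca1 rose in WT (log2 fold change 0.85, adjusted p = 0.0324), and in Ex6DEL the change of 0.48 did not pass the test (adjusted p = 0.195). The WT call was lost without any 1 of replicates 1, 2 and 3 of WT at 1 DIV and replicates 2 and 3 of WT at 3 DIV (highest adjusted p = 0.0910, without replicate 3 of WT at 1 DIV). With 1 library left out, the log2 fold change at 1 DIV ranged from -0.13, without replicate 3 of Ex6DEL at 1 DIV, to 0.51. Smarca5, which encodes the paralog Snf2h, was at 286 ± 21.9 CPM in Ex6DEL and 273 ± 14.6 in WT at 1 DIV, a log2 fold change of 0.07 (standard error 0.12, adjusted p = 0.823). Smarca1 lies on chromosome X of GRCm38 from 47809368 to 47892974, on the minus strand, and exon 6 spans 180 bases from 47879446 to 47879625. The deposited files hold 1 estimated count per transcript and no reads by position, so the exon itself cannot be read from them. Of the 7 annotated Smarca1 transcripts in the files 5 hold exon 6, and none lacks that exon alone. These 5 took 99.47% to 100.0% of the gene's counts in the 12 libraries.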

### Ex6DEL GNP Cultures Show Delayed Differentiation Upon Plating

Within the developing forebrain of Ex6DEL mice we had previously demonstrated that an increased proportion of IPCs underwent self-renewal and that this in turn delayed cell differentiation (Yip et al., 2012). To assess whether GNPs had a similar fate, we initially immunostained 1 and 3 DIV cultures for Ki67 (Supplementary Figure 2A). GNPs require Shh as a growth mitogen which is released from Purkinje neurons, and since it is not present in the culture media the GNPs typically complete a final mitotic cycle and initiate differentiation upon plating (Wechsler-Reya and Scott, 1999). At 1 DIV, Ki67^+^ cells were present in both WT GNP and Ex6DEL GNP cultures but Ki67^+^ cells were only detected in the Ex6DEL GNP cultures at 3 DIV (Supplementary Figure 2A) suggesting that cell cycle exit was delayed. As such, we incubated GNP cultures with BrdU 2 h before harvesting them at 2 h, 1 DIV, 2 DIV, and 3 DIV after plating to quantify the proportion of cells in S-phase as a second measure of cell proliferation (four independent experiments per timepoint analyzed, five images quantified per coverslip). As expected, the short BrdU pulse labeled 25–30% of cells at 2 h and incorporation of BrdU decreased in the GNPs from WT to less than 10% after 1 DIV (Figure 2A). In contrast, BrdU incorporation in the GNPs from Ex6DEL mice remained at or above 25% at the 1 DIV and 2 DIV timepoints before dropping below 10% at 3 DIV (Figure 2A). This suggests that the Ex6DEL GNPs are delayed in their ability to exit the cell cycle, which is consistent with what we observed *in vivo* in the developing forebrain of Ex6DEL mice (Yip et al., 2012). In the postnatal developing cerebellum, Pax6^+^ GNPs proliferate in the EGL then the postmitotic granule neurons migrate through the molecular layer to complete their maturation in the IGL. We reasoned that the Ex6DEL cerebellum should contain fewer Pax6^+^ cells migrating through the molecular layer at P10 if cell cycle exit was delayed. P10 cerebellar sections from WT and Ex6DEL mice were stained for Pax6 and the number of Pax6^+^ cells within the molecular layer was quantified. This experiment showed a 25% reduction in the number of migrating Pax6^+^ granule neurons in the molecular layer of Ex6DEL mice compared to WT mice (Figures 2B,C). Taken together, these results suggest that Snf2l is required for timely cell cycle exit that delayed but does not impair granule neuron differentiation as indicated by NeuN and Tuj1 staining in both GNP and cortical neuron cultures (Supplementary Figures 2B–D).

**FIGURE 2:**
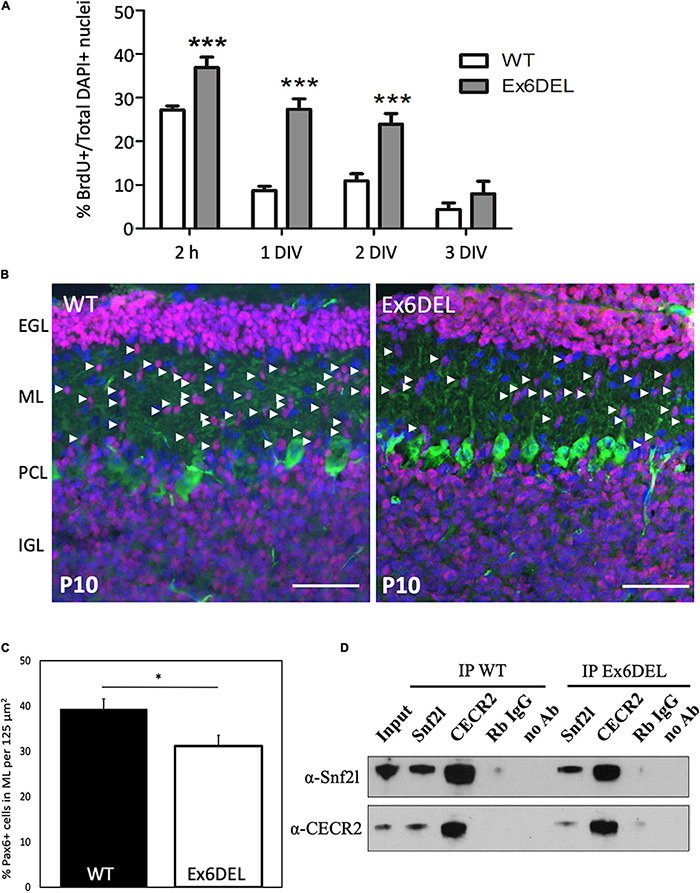
Ex6DEL cultures show delayed differentiation. **(A)** Graph depicting the fraction of BrdU + cells in WT (white bars) and Ex6DEL (gray bars) GNP cultures at the specified times. Cultures were pulsed with BrdU for 2 h prior to harvesting cells for analysis. (*n* = 4 independent experiments; five images per coverslip used for quantification). ***p < 0.001. **(B)** P10 cerebellar sections from WT and Ex6DEL mice stained for committed granule neurons (Pax6, magenta), Purkinje neurons (Calbindin, green) or all cell nuclei (DAPI, blue). Arrowheads indicate the migrating postmitotic granule neurons. EGL, external granule layer; ML, molecular layer; PCL, Purkinje cell layer; IGL, inner granule layer. Scale bar, 50 μM. **(C)** Plot of the percentage of Pax6^+^ cells within the ML. ^∗^*p* < 0.05. **(D)** Immunoblot analysis of cerebellar extracts from WT and Ex6DEL mice co-immunoprecipitated for Snf2l, Cecr2, or a control rabbit antibody (Rb IgG).

The removal of exon 6 maintains the Snf2l open reading frame (ORF) resulting in an internally truncated protein that renders the enzyme unable to bind and hydrolyze ATP, thereby impairing chromatin remodeling activity (Yip et al., 2012). Nonetheless, it remains possible that the Ex6DEL Snf2l protein is incorporated into ISWI complexes such as CERF. These complexes may then maintain their ability to bind chromatin without catalytic remodeling activity, which could contribute to the delayed differentiation of the GNPs. To assess whether the truncated Snf2l protein in Ex6DEL mice can incorporate into an ISWI complex we performed co-immunoprecipitation (co-IP) experiments with CECR2, the partner protein associated with Snf2l in the CERF complex and abundant in the cerebellum (Banting et al., 2005). Cerebellar lysates from WT and Ex6DEL mice isolated at P21 were used for co-IP with anti-Snf2l and anti-Cecr2 antibodies. As indicated in Figure 2D, we detected the intact CERF complex in both WT and Ex6DEL lysates suggesting that the internally truncated Snf2l protein was incorporated into the CERF complex.

### Increased Proliferation Linked to Edn1/Ednra-MAPK-Fos/Jun Pathway

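GNPs from the cerebella of pups aged 4 to 6 days were sequenced as 12 libraries in 4 groups of 3 replicate cultures: WT and Ex6DEL at 1 DIV, and WT and Ex6DEL at 3 DIV. The sample labels give 2 h after plating for the cultures that the paper places at 1 DIV and 72 h for those at 3 DIV, and the paper's names are used throughout. The authors made paired-end reads and deposited, for each library, the estimated counts of 107368 transcripts from kallisto 0.44.0 on the GRCm38 transcriptome, not normalized. Total estimated counts per library ranged from 38764538 to 79456745 in WT at 1 DIV (median 41077436), from 34016851 to 54731764 in Ex6DEL at 1 DIV (median 37252549), from 12463455 to 52610017 in WT at 3 DIV (median 33857061) and from 33469033 to 62505054 in Ex6DEL at 3 DIV (median 36346059). Totals lie under the minimum number of reads that the paper's methods state in 4 libraries (replicates 2 and 3 of WT at 3 DIV, replicate 2 of Ex6DEL at 1 DIV and replicate 2 of Ex6DEL at 3 DIV). Estimated counts are of pseudoaligned pairs, so they are not on the scale of raw reads, and all values given here use the totals of the files. Counts were summed over the transcripts of each of 34162 genes, rounded, filtered with edgeR's filterByExpr, which kept 17766 genes, and normalized by TMM. All 4 groups were fitted together with edgeR's robust quasi-likelihood model, and genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 1.5 fold were called as DEGs. Levels are given as CPM with the SD over 3 cultures, and fold changes as log2 values with their standard errors. The groups were also compared over 38 gene lists fixed before the deposited counts were examined, with the camera and fry tests and adjusted p over the lists of a comparison. The paper was known then, and its 1 DIV gene values had been seen when the plan was written. Of the lists, 4 hold genes as the paper names them and others have genes of the paper added, so these are not independent of it. Fry passed 12 lists between the genotypes at 1 DIV and 0 at 3 DIV. It passed 23 in WT differentiation, 24 in Ex6DEL differentiation and 0 for the difference of the genotype effects. List values below are from camera. Replicates 2 and 3 at 3 DIV stood closer to each other than any other pair within a group. Between them 12.6% of genes in WT and 23.6% in Ex6DEL differed at an unadjusted p under 0.05, against at least 54% in the other pairs. These shares depend on depth, and replicate 3 of WT at 3 DIV had the fewest counts. As correlations of log2 CPM the 2 pairs were at 0.9885 in WT and 0.9924 in Ex6DEL, and the next pair within a group at 0.9881. Replicate 1 of WT at 3 DIV correlated at 0.9787 to 0.9897 with the Ex6DEL libraries at 3 DIV, and at 0.9642 and 0.958 with its own group. Mitochondrial genes took the highest share of counts in replicate 1 of each group.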

We next performed RNAseq analysis of WT and Ex6DEL cerebellar GNP cultures (∼3 × 10^6^ cells) at 1 and 3 DIV to identify transcriptome differences that might contribute to the delay in cell cycle exit and differentiation. 

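Genes of the neuronal cytoskeleton and synapse were lower in Ex6DEL than in WT cultures at 1 DIV, with a median log2 fold change of -0.83 over the 36 genes of the list (camera, adjusted p = 2.59e-17, and adjusted p = 0.171 with an estimated correlation). Slc17a7, which encodes a vesicular glutamate transporter, had a log2 fold change of -1.44 (standard error 0.35, adjusted p = 0.133) and levels of 16.7 ± 4.37 CPM in Ex6DEL and 45.4 ± 6.22 in WT (SD, n = 3). For Rab3a, a GTPase of synaptic vesicles, the log2 fold change was -1.10 (standard error 0.27, adjusted p = 0.136), and for L1cam, an adhesion molecule of growing axons, it was -1.30 (standard error 0.29, adjusted p = 0.126). All 3 Ex6DEL libraries lay below all 3 WT libraries for each of these genes, and none of the list passed edgeR's quasi-likelihood test over all genes with all libraries (23 lower and 1 higher when adjusted over the list alone). DESeq2 called 13 of the list lower, and edgeR up to 8, without replicate 1 of Ex6DEL at 3 DIV. The same Ex6DEL libraries had higher levels of endothelial (median 1.21) and motile cilia markers (1.09). The pseudogene Gm5905 (ENSMUSG00000110275), on chromosome 7 from 141177885 to 141178464, fell in Ex6DEL from 13.8 ± 3.28 to 0.120 ± 0.0578 CPM, a log2 fold change of -6.76 (standard error 0.46, adjusted p = 1.89e-04); it lies outside the rule for named genes and is named because it was the 1 gene called by edgeR. In edgeR's quasi-likelihood test 0 genes were higher and 1 was lower at 1 DIV. At an unadjusted p under 0.05, 1618 genes were higher and 1213 lower, and in 24.6% of genes the libraries of the genotypes did not overlap, where chance gives 10%. DESeq2 called 540 genes higher and 234 lower. Leaving out 1 library changed the edgeR counts to 124 higher and 21 lower without replicate 2 of Ex6DEL at 1 DIV, and to 100 higher and 80 lower without replicate 1 of Ex6DEL at 3 DIV, which enters through the shared estimate of the spread. In the leave-out of the latter library, L1cam did not pass (adjusted p = 0.0609), Slc17a7 and Rab3a passed (adjusted p = 0.0444 and 0.0444), and L1cam passed without replicate 2 of Ex6DEL at 1 DIV (adjusted p = 0.0430).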

At 1 DIV, we observed 126 downregulated and 403 upregulated genes in Ex6DEL GNPs as compared with WT GNPs (log_2_fold-change threshold ± 0.5 with qval ≤ 0.05; Figure 3A and Supplementary Table 1). 

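All 34 genes of a list of endothelial cell markers had higher levels in Ex6DEL than in WT cultures at 1 DIV, with a median log2 fold change of 1.21 (camera, adjusted p = 3.65e-36, and adjusted p = 0.170 with an estimated correlation). Adgrl4, a receptor of sprouting vessels, had a log2 fold change of 1.54 (standard error 0.23, adjusted p = 0.114), with levels of 92.6 ± 33.1 CPM in Ex6DEL and 31.8 ± 1.90 in WT (SD, n = 3). Tie1, an endothelial receptor tyrosine kinase, was at 1.21 (standard error 0.21, adjusted p = 0.114), and Cd93 at 1.39 (standard error 0.25, adjusted p = 0.115). The 17 markers of pericytes and vascular smooth muscle, the cells that wrap vessels, also had higher levels in Ex6DEL (median 0.96, camera adjusted p = 1.76e-09, and adjusted p = 0.235 with an estimated correlation), among them Abcc9 at 1.56 (standard error 0.29, adjusted p = 0.119). Markers of motile cilia and ependymal cells moved the same way, with a median of 1.09 over 36 genes (adjusted p = 0.171 with an estimated correlation), and Spag17, of the ciliary axoneme, was at 1.27 (standard error 0.27, adjusted p = 0.122). At 3 DIV the endothelial median was -0.08 (camera, adjusted p = 0.860), with 16 genes above 0 and 18 below. By then 32 of the 34 genes in WT and 33 in Ex6DEL were called lower than at 1 DIV, so levels were low in this comparison. None of these genes passed edgeR's quasi-likelihood test at 1 DIV over all genes, while 34 endothelial, 10 pericyte and 28 cilia genes passed when adjusted over the list alone. DESeq2 called 25, 5 and 18 of them over all genes, and edgeR called 18 endothelial and 4 pericyte genes without replicate 2 of Ex6DEL at 1 DIV. The estimated correlation is that between the genes of a list. Of the lists that passed camera with its preset correlation of 0.01, none at 1 DIV, 3 DIV or in WT differentiation held with an estimated correlation, and 5 held in Ex6DEL differentiation.

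**Figure D1:**
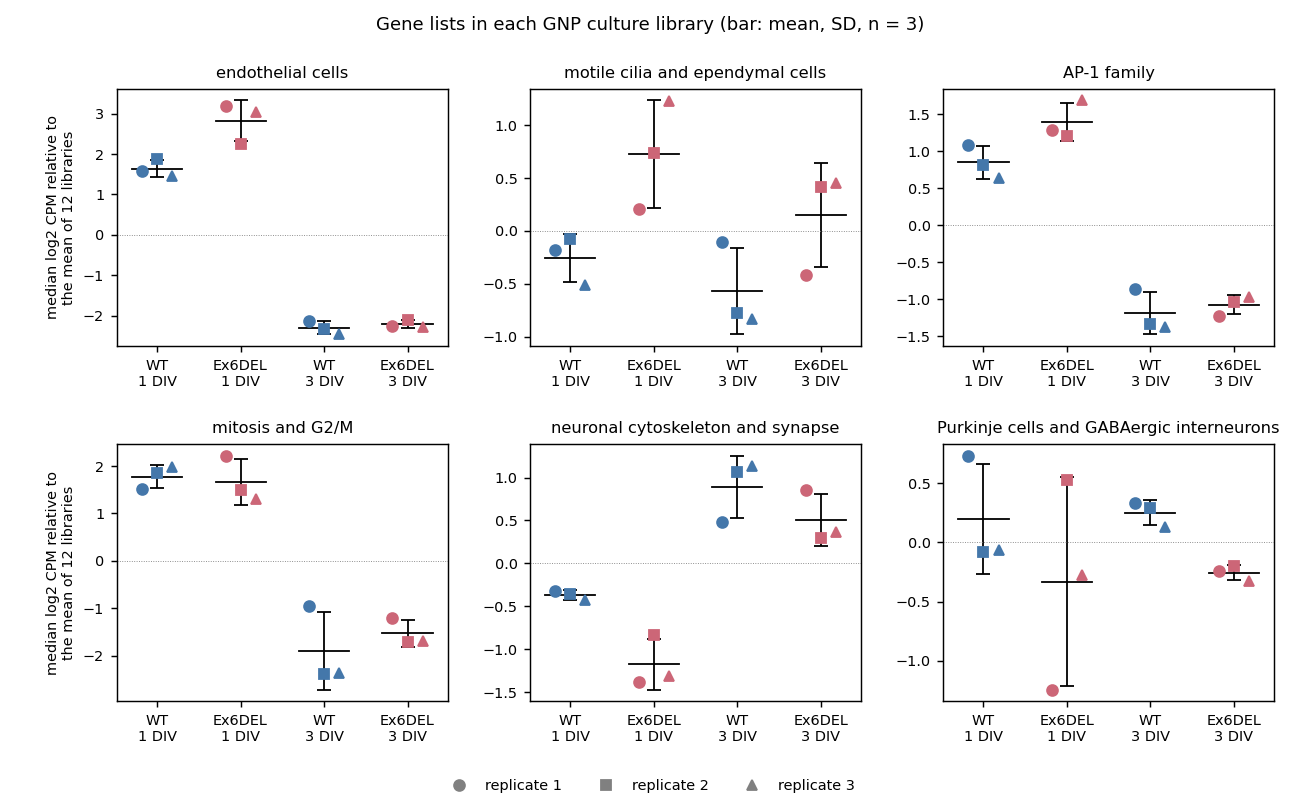
Level of 6 gene lists in the 12 GNP culture libraries, as the median over a list's genes of log2 CPM relative to each gene's mean over the libraries; points are replicates, and bars give the mean and SD of 3 per group. The endothelial list lies between 2.25 and 3.18 in Ex6DEL and between 1.47 and 1.88 in WT at 1 DIV.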

GO term analysis of the differentially expressed genes (DEGs) indicated that angiogenesis was the biological process with the most significant change (Figure 3B). It also highlighted a number of biological processes that could mediate GNP homeostasis and contribute to the delayed differentiation including transcriptional regulation, cell signaling, cell adhesion, and cell proliferation (Figure 3B). 

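Among regulators of transcription, 26 of the 27 immediate early genes other than AP-1 that could be measured had higher levels in Ex6DEL at 1 DIV, with a median log2 fold change of 0.64 (camera, adjusted p = 1.76e-09, and adjusted p = 0.171 with an estimated correlation). Nr4a3, a nuclear receptor, was at 1.71 (standard error 0.40, adjusted p = 0.129), and Sik1, a kinase induced by cAMP, at 1.20 (standard error 0.32, adjusted p = 0.155). Higher as well in these Ex6DEL libraries were markers of endothelial cells (median 1.21), motile cilia (1.09) and pericytes (0.96). Of the 20 feedback targets of the ERK signaling pathway, 12 were above 0 and 8 below, with a median of 0.16 (camera, adjusted p = 0.0518). Epha2, an ephrin receptor, was at 1.29 (adjusted p = 0.136) and Spry4, an inhibitor of the pathway, at 0.82 (adjusted p = 0.137). Genes of proliferation differed little: the median was -0.05 over 26 genes of mitosis (camera, adjusted p = 0.558) and -0.14 over 26 genes of DNA replication (adjusted p = 0.0794). The sample labels give 2 h after plating for these cultures. The paper's difference in BrdU labeling is at 1 and 2 DIV, so the times may not match. Aurka, a mitotic kinase, was at -0.14 (standard error 0.34, adjusted p = 0.880), and Mcm7, of the replicative helicase, at -0.27 (standard error 0.27, adjusted p = 0.652). No gene of the 4 lists passed edgeR's quasi-likelihood test over all genes with all libraries. Without replicate 2 of Ex6DEL at 1 DIV edgeR called 2 ERK feedback targets higher. Without replicate 1 of Ex6DEL at 3 DIV it called 1 immediate early gene higher. When adjusted over the list alone, 12 immediate early genes and 4 ERK feedback targets were higher, and 0 genes of mitosis or DNA replication passed. DESeq2 called 7 immediate early genes and 4 ERK feedback targets higher and 0 genes of mitosis or DNA replication, where 0 had an unadjusted p under 0.05 in edgeR. Camera called the DNA replication list lower without replicate 1 of WT at 1 DIV, of WT at 3 DIV or of Ex6DEL at 1 DIV (lowest adjusted p = 3.75e-04, without the last), and the mitosis list lower without replicate 1 of Ex6DEL at 1 DIV (0.0116). It called the ERK feedback list higher without replicate 1 of WT or of Ex6DEL at 1 DIV, or replicate 1 or 3 of Ex6DEL at 3 DIV (lowest 0.00944, without the first).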

The specific gene changes we observed that are associated with these four GO terms are highlighted in Figure 3C. It is well known that Shh signaling mediates GNP proliferation (Wechsler-Reya and Scott, 1999), but we did not observe any changes at 1 DIV to the pathway components or downstream effectors (*Gli1*, *N-Myc*, *Math1*, or *Ccnd1*; Supplementary Table 1), except for an increase in *Stox1* (Log_2_FC = 0.80), a gene normally repressed by Shh signaling (Figure 3C). 

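Gli1 (ENSMUSG00000025407), a transcriptional effector of Shh signaling on chromosome 10 of GRCm38 from 127329882 to 127341974, was at 123 ± 38.9 CPM in Ex6DEL and 126 ± 23.1 in WT at 1 DIV (SD, n = 3), a log2 fold change of -0.04 (standard error 0.29, adjusted p = 0.969). Mycn, which drives division of GNPs, had a log2 fold change of -0.21 (standard error 0.36, adjusted p = 0.812), and Atoh1 (Math1), which keeps them in the precursor state, of 0.15 (standard error 0.29, adjusted p = 0.833). Ccnd1, a cyclin of the G1 phase, was at 293 ± 34.8 CPM in Ex6DEL and 252 ± 7.31 in WT, a log2 fold change of 0.22 (standard error 0.19, adjusted p = 0.602). Stox1, which the paper describes as repressed by Shh signaling, lies on chromosome 10 of GRCm38 from 62659043 to 62726128 and was at 6.73 ± 1.35 CPM in Ex6DEL and 3.48 ± 0.310 in WT. Its log2 fold change was 0.95 (standard error 0.20, adjusted p = 0.122 in edgeR's quasi-likelihood test), with all 3 Ex6DEL libraries above all 3 WT libraries. DESeq2 called it higher (adjusted p = 4.76e-04). Over the 18 genes of the Shh pathway list 10 were above 0 and 8 below, with a median of 0.02 and a camera direction of lower (adjusted p = 0.899), and none was called over all genes or when adjusted over the list alone. DESeq2 called 0 of the 18, and 1 was higher and 1 lower at an unadjusted p under 0.05. Sufu, a repressor of the pathway, was at -0.59 (standard error 0.18, adjusted p = 0.173).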

Of note, two members of the mitogenic fibroblast growth factor family (*Fgf3*, Log_2_FC = –1.04; *Fgf5*, Log_2_FC = –1.02) were decreased in expression (Figure 3C). 

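Fgf3 (ENSMUSG00000031074, on chromosome 7 of GRCm38 from 144838083 to 144844436) was at 0.549 ± 0.145 CPM in Ex6DEL and 1.50 ± 0.617 in WT at 1 DIV (SD, n = 3), a log2 fold change of -1.45 (standard error 0.40, adjusted p = 0.155). For Fgf5 (ENSMUSG00000029337, on chromosome 5 of GRCm38 from 98254184 to 98277030) the levels were 0.887 ± 0.428 and 2.12 ± 0.212 CPM, a log2 fold change of -1.28 (standard error 0.48, adjusted p = 0.239). All 3 Ex6DEL libraries lay below all 3 WT libraries for both genes, and neither passed edgeR's quasi-likelihood test or DESeq2 (adjusted p = 0.0501 and 0.0911). Fgf11, which encodes an intracellular member of the family that binds sodium channels, had a log2 fold change of -0.74 (standard error 0.19, adjusted p = 0.141). Of the 15 fibroblast growth factors measured, 10 were below 0 and 5 above, with a median of -0.50 (camera, adjusted p = 0.0497, and adjusted p = 0.475 with an estimated correlation). No member was called over all genes with all libraries, 2 were lower when adjusted over the list alone, and DESeq2 called 1 lower. Without replicate 1 of Ex6DEL at 3 DIV edgeR called 1 lower. An unadjusted p under 0.05 was found for 1 higher and 4 lower members. Part of the list comes from the paper, which reports Fgf3 and Fgf5 as lower in these samples, so it is not fully independent evidence of direction. The camera call was lost without any 1 of 9 of the 12 libraries, with the highest adjusted p of 0.719 without replicate 1 of Ex6DEL at 1 DIV.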

Despite the lack of change in mitogenic pathways affecting GNP proliferation (e.g., Shh and Fgf), we observed altered expression of many genes with known roles in cancer and the epithelial-to-mesenchyme transition (e.g., *Acer2*, Log_2_FC = 0.59; *Apln*, Log_2_FC = 1.20; *Chp2*, Log_2_FC = 1.21; *Cntfr*, Log_2_FC = –0.66; *Pak1*, Log_2_FC = −0.62; and *Wwtr1*, Log_2_FC = 0.89; Figure 3C). In addition, the Wnt receptor *Fzd6* was upregulated (Log_2_FC = 0.84) as were multiple downstream targets of the WNT/β-catenin signaling pathway (*Flt4*, Log_2_FC = 1.00; *Kdr*, Log_2_FC = 0.89; *Lef1*, Log_2_FC = 0.84), including endothelin 1 (*Edn1*, Log_2_FC = 0.93) and its receptor (*Ednra*, Log_2_FC = 0.79) (Figure 3C; Eckey et al., 2012; Katoh, 2018; Adams et al., 2020). 

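Apln (ENSMUSG00000037010), which encodes the ligand of the apelin receptor and lies on chromosome X of GRCm38 from 48025146 to 48034853, was at 77.7 ± 22.6 CPM in Ex6DEL and 23.2 ± 1.13 in WT at 1 DIV (SD, n = 3). Its log2 fold change was 1.74 (standard error 0.27, adjusted p = 0.114 in edgeR's quasi-likelihood test). Chp2, a calcineurin-like calcium-binding protein, was at 1.79 (standard error 0.35, adjusted p = 0.121), Wwtr1, which encodes the Hippo pathway coactivator TAZ, at 1.28 (standard error 0.34, adjusted p = 0.150) and Acer2, a ceramidase, at 0.95 (standard error 0.26, adjusted p = 0.155). Levels in Ex6DEL were lower for Cntfr, a receptor of ciliary neurotrophic factor, at -0.99 (standard error 0.33, adjusted p = 0.196), and for Pak1, a kinase of the actin cytoskeleton, at -0.96 (standard error 0.28, adjusted p = 0.168). The libraries of the genotypes did not overlap for any of the 6 genes. None passed over all genes, 4 were higher and 2 lower when adjusted over the list alone, and DESeq2 called 4 higher and 1 lower. These 6 genes were chosen by the study on these samples, so their count is not independent evidence of direction. Of 16 regulators of the epithelial-to-mesenchyme transition listed from general knowledge, 14 were above 0 (median 0.81, camera adjusted p = 4.98e-05, and adjusted p = 0.277 with an estimated correlation), and 3 were higher when adjusted over the list alone. Mmp9, a matrix protease, was at 1.53 (standard error 0.40, adjusted p = 0.155), and Tgfb1 at 1.11 (standard error 0.31, adjusted p = 0.155). Markers of endothelial cells (median 1.21) and pericytes (0.96) had higher levels in the same Ex6DEL libraries. Apln and Chp2 passed the edgeR test without replicate 2 of Ex6DEL at 1 DIV (adjusted p = 0.00732 and 0.0246) and without replicate 1 of Ex6DEL at 3 DIV (0.0331 and 0.0461). Among the regulators, none was called over all genes in edgeR with all libraries, and 2 were higher without replicate 2 of Ex6DEL at 1 DIV. At an unadjusted p under 0.05, 8 were higher, and DESeq2 called 3 higher.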

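The Wnt receptor Fzd6 (ENSMUSG00000022297) was at 34.7 ± 9.29 CPM in Ex6DEL and 15.0 ± 2.45 in WT at 1 DIV (SD, n = 3), a log2 fold change of 1.21 (standard error 0.38, adjusted p = 0.182). Flt4 and Kdr, which encode receptors of vascular endothelial growth factors, were at 1.47 (standard error 0.25, adjusted p = 0.114) and 1.27 (standard error 0.42, adjusted p = 0.191). Lef1 (ENSMUSG00000027985, on chromosome 3 of GRCm38 from 131110471 to 131224356), a transcription factor that binds β-catenin, was at 30.9 ± 7.63 CPM in Ex6DEL and 13.3 ± 2.13 in WT, a log2 fold change of 1.22 (standard error 0.39, adjusted p = 0.183). Edn1 was at 1.36 (standard error 0.34, adjusted p = 0.136) and its receptor Ednra at 1.18 (standard error 0.30, adjusted p = 0.139). For each of the 6 genes all 3 Ex6DEL libraries lay above all 3 WT libraries, and none passed edgeR's quasi-likelihood test. Among the 13 Wnt genes named by the study, 12 were higher and 1 lower when adjusted over the list alone, none over all genes, and DESeq2 called 11 higher. The median was 1.22 (camera, adjusted p = 3.68e-12, and adjusted p = 0.170 with an estimated correlation), and since the study chose these genes on these samples, it is not independent evidence of direction. Flt4 and Kdr are also markers of endothelial cells, whose other markers had higher levels in the same libraries. Flt4 passed without replicate 2 of Ex6DEL at 1 DIV (adjusted p = 0.00732) and without replicate 1 of Ex6DEL at 3 DIV (0.0444), and Ednra without the former (0.0423).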

The observation suggested that the prolonged proliferative phenotype of the Ex6DEL GNP cultures could arise from activation of the Wnt signaling pathway or dysregulation of genes associated with cancer.

**FIGURE 3:**
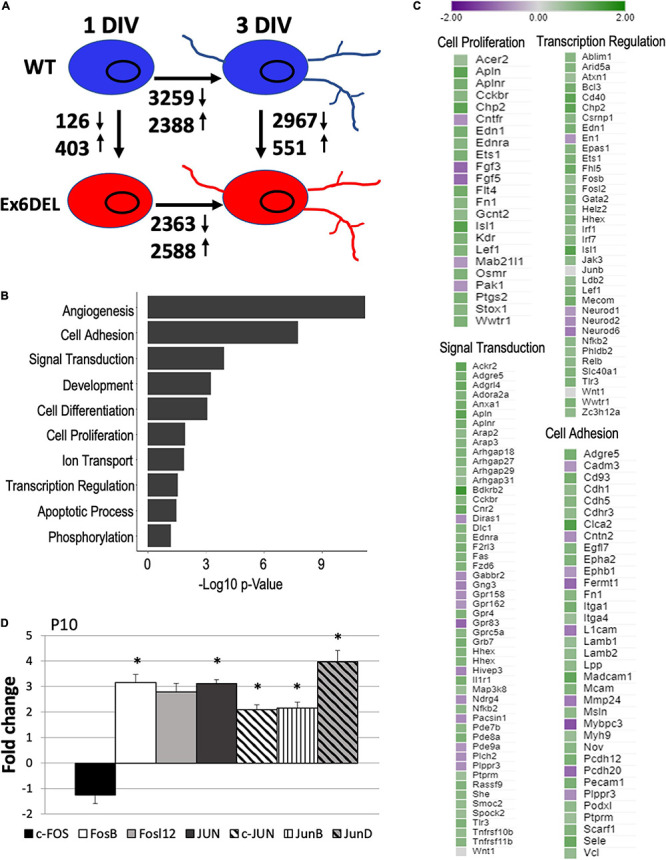
RNAseq analysis of WT and Ex6DEL cultures. **(A)** Schematic diagram showing the numbers of differentially expressed genes (DEGs) between different samples (WT and Ex6DEL) and days in culture. **(B)** GO term analysis of the DEGs observed at 1 DIV. **(C)** DEG lists for some of the top GO terms. **(D)** RT-qPCR validation of Fos/Jun genes from RNA isolated from P10 cerebella. ^∗^*p* < 0.05.

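The ligand gene Wnt3a had a log2 fold change of 1.84 in Ex6DEL against WT at 1 DIV (standard error 0.53, adjusted p = 0.161), with levels of 0.675 ± 0.323 and 0.179 ± 0.0449 CPM (SD, n = 3). Wnt4 was at 0.74 (standard error 0.31, adjusted p = 0.282) and Wnt11 at 0.55 (standard error 0.25, adjusted p = 0.313). Ctnnb1 (ENSMUSG00000006932), which encodes β-catenin and lies on chromosome 9 of GRCm38 from 120929216 to 120960507, was at 926 ± 75.6 CPM in Ex6DEL and 838 ± 37.4 in WT, a log2 fold change of 0.14 (standard error 0.18, adjusted p = 0.739). Of the 18 genes measured, 17 of them ligands and the last Ctnnb1, 13 were above 0 and 5 below, with a median of 0.38 (camera, adjusted p = 0.0669). The 15 Wnt receptor genes had a median of 0.01 (camera, adjusted p = 0.615), and the co-receptor gene Lrp5 was at 0.64 (standard error 0.28, adjusted p = 0.301). No gene of either list was called by edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 4 genes of the first list and 2 of the receptors were higher. DESeq2 called 2 ligands, Wnt3a (adjusted p = 0.0401) and Wnt9a, and 1 receptor, Fzd6, higher. Camera called the ligand list higher without replicate 1 of WT or of Ex6DEL at 1 DIV (lowest adjusted p = 0.00456, without the former).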

Aside from the genes linked to the GO term Cell Proliferation, we examined our DEG list for changes in *Wnt* and β-catenin (*Ctnnb1*) gene expression but did not observe any changes suggesting that they are not direct transcriptional targets of Snf2l (Figure 3C and Supplementary Table 1). 

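Abcb1a (ENSMUSG00000040584), a drug efflux transporter of brain vessels, lies on chromosome 5 of GRCm38 from 8660077 to 8748575 and was at 78.4 ± 22.5 CPM in Ex6DEL and 30.6 ± 3.96 in WT at 1 DIV (SD, n = 3), a log2 fold change of 1.36 (standard error 0.27, adjusted p = 0.121). Plaur, the urokinase receptor, was at 1.64 (standard error 0.37, adjusted p = 0.126), Ptgs2, a prostaglandin synthase, at 1.36 (standard error 0.41, adjusted p = 0.175) and fibronectin (Fn1) at 1.17 (standard error 0.47, adjusted p = 0.263). Abcc4, another transporter, was at 1.04 (standard error 0.32, adjusted p = 0.181), and nestin (Nes) at 0.88 (standard error 0.25, adjusted p = 0.155). Neurod1, a transcription factor of granule neuron differentiation, was at -0.88 (standard error 0.33, adjusted p = 0.240). None of the 7 passed edgeR's quasi-likelihood test, and DESeq2 called 5 of them, all but Fn1 (adjusted p = 0.114) and Neurod1 (0.112). Of 18 feedback targets of Wnt signaling listed from general knowledge 12 were above 0 and 6 below, with a median of 0.20 (camera, adjusted p = 0.00638, and adjusted p = 0.235 with an estimated correlation). None was called over all genes, 4 were higher when adjusted over the list alone, and DESeq2 called 4 higher. Apcdd1, a Wnt inhibitor, was at 1.02 (standard error 0.17, adjusted p = 0.114), and Notum, which inactivates Wnt ligands, at 1.49 (standard error 0.35, adjusted p = 0.129). The endothelial markers, with a median of 1.21, had higher levels in the same Ex6DEL libraries. Without replicate 2 of Ex6DEL at 1 DIV, Abcb1a, Plaur, Apcdd1 and Notum passed the edgeR test (adjusted p = 0.0191, 0.0450, 0.00479 and 0.0450), and without replicate 1 of Ex6DEL at 3 DIV Abcb1a, Ptgs2 and Apcdd1 did (0.0444, 0.0444 and 0.0444). From the levels of these 7 target genes, added to Fzd6, Flt4, Kdr, Lef1, Edn1 and Ednra, the paper proposes that the Wnt signaling cascade is activated in Ex6DEL cultures. Its discussion also points to target genes shared with an earlier study of HeLa cells after knockdown of Smarca1.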

Comparison of our DEG list with known direct and indirect Wnt target genes from two sources (The Wnt Homepage; Boonekamp et al., 2021) revealed increased expression in seven additional Wnt target genes (*Abcb1a*, Log_2_FC = 0.97; *Neurod1*, Log_2_FC = –0.61; *Ptgs2*, Log_2_FC = 0.89; *Fn1*, Log_2_FC = 0.77; and *Plaur*, Log_2_FC = 1.12; *Abcc4*, Log_2_FC = 0.74; *Nes*, Log_2_FC = 0.63) suggesting activation of the Wnt signaling cascade in Ex6DEL cultures. Moreover, several downstream signaling components of the Edn1/Ednra pathway showed increased expression including *Mapk15* (Log_2_FC = 0.87), *Map3k8* (Log_2_FC = 0.61), and *Fos* gene expression (*Fosb*, Log_2_FC = 0.64; *Fosl2*, Log_2_FC = 0.74) suggesting further involvement of this effector pathway (Supplementary Table 1). 

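Mapk15 (ENSMUSG00000063704), an atypical MAP kinase, had a log2 fold change of 1.14 in Ex6DEL against WT at 1 DIV (standard error 0.32, adjusted p = 0.155), and Map3k8, an upstream kinase of ERK, of 0.93 (standard error 0.29, adjusted p = 0.183). Levels of Map3k8 were 11.3 ± 1.74 CPM in Ex6DEL and 5.94 ± 0.567 in WT (SD, n = 3). Fosb (ENSMUSG00000003545) was at 0.86 (standard error 0.17, adjusted p = 0.121) and Fosl2 (ENSMUSG00000029135) at 1.06 (standard error 0.26, adjusted p = 0.133). Both encode partners of Jun proteins in AP-1. Fos itself was at 0.29 (standard error 0.26, adjusted p = 0.618), with 1033 ± 183 CPM in Ex6DEL and 846 ± 195 in WT. Of the 8 measured genes of the endothelin pathway, 6 were above 0 and 2 below, with a median of 0.83 (camera, adjusted p = 8.77e-05, and adjusted p = 0.171 with an estimated correlation). Ece1, which cleaves the endothelin precursor, was at 0.74 (standard error 0.17, adjusted p = 0.129). In the same Ex6DEL libraries the 34 endothelial markers had a median of 1.21. No gene of the pathway, and neither Fosb nor Fosl2, passed edgeR's quasi-likelihood test over all genes. For the pathway, 5 were higher when adjusted over the list alone and DESeq2 called 5 higher. The list was written in part from genes of the paper, which reports Edn1 and Ednra as higher in these samples. Its counts and camera value are thus not fully independent evidence of direction. DESeq2 also called Fosb and Fosl2 higher (adjusted p = 7.45e-04 and 0.00834). Fosb passed the edgeR test without replicate 2 of Ex6DEL at 1 DIV (adjusted p = 0.0236), and both passed without replicate 1 of Ex6DEL at 3 DIV (0.0461 for Fosb and 0.0444 for Fosl2).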

To assess the Edn1/Ednra-MAPK-Fos/Jun pathway in the Ex6DEL mice we first validated that *Edn1* and both receptors (*Ednra* and *Ednrb*) were upregulated in P10 cerebellum from mutant animals (Supplementary Figure 3A). Similarly, we confirmed a ∼3-fold increase in expression of the *Fosb* (FC = 3.16, *p* = 0.035) and *Fosl2* (FC = 2.79, *p* = 0.39) genes, although Fosl2 did not reach statistical significance (Figure 3D) in the Ex6DEL P10 cerebella, suggesting that the pathway was active both *in vitro* (isolated GNPs) and *in vivo*. However, in the Ex6DEL mice we observed that the expression of *Jun*, *Junb*, and *Jund* were also upregulated in the cerebella, but this was not observed in the Ex6DEL GNP cultures. 

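In the cultures at 1 DIV, Jun (ENSMUSG00000052684) was at 1150 ± 93.7 CPM in Ex6DEL and 1273 ± 221 in WT (SD, n = 3), a log2 fold change of -0.15 (standard error 0.15, adjusted p = 0.672). Jund (ENSMUSG00000071076) was at 365 ± 33.3 and 409 ± 22.4 CPM, a log2 fold change of -0.17 (standard error 0.16, adjusted p = 0.653). For Junb (ENSMUSG00000052837) the levels were 370.4 ± 125 CPM in Ex6DEL and 183 ± 51.9 in WT, a log2 fold change of 1.02 (standard error 0.34, adjusted p = 0.198). The libraries of the genotypes overlapped for each of these genes. Over the 10 genes of the AP-1 family 7 were above 0 and 3 below, with a median of 0.47 (camera, adjusted p = 0.00266, and adjusted p = 0.210 with an estimated correlation). Batf, an AP-1 gene of immune cells, was at 1.04 (standard error 0.34, adjusted p = 0.193). Endothelial (median 1.21) and motile cilia markers (1.09) were higher in the same Ex6DEL libraries. No AP-1 gene passed edgeR's quasi-likelihood test over all genes, 4 were higher when adjusted over the list alone, and DESeq2 called 2 higher, neither of them a Jun gene. Without replicate 1 of Ex6DEL at 3 DIV edgeR called 2 members higher. This list too was written in part from genes of the paper, which reports Fosb and Fosl2 as higher in these samples. It is not fully independent evidence of direction.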

Taken together, this data suggested that activation of Wnt signaling and dysregulation of the *Edn1*/*Ednra*-MAPK-*Fos*/*Jun* signaling pathway might be a key contributor to the prolonged proliferation of the GNPs isolated from the Ex6DEL mice.

### Increased Promoter Accessibility Associated With Fos/Jun Binding Sites

The *Drosophila* ISWI protein has been shown to bind near promoters and affect nucleosome positioning adjacent to the transcription start site (TSS) of genes (Sala et al., 2011; Morris et al., 2014). In HeLa cells, both SNF2H and SNF2L were important for organizing nucleosomes adjacent to transcription factor binding sites (Wiechens et al., 2016). As such, we reasoned that loss of Snf2l remodeling activity in GNP cultures would alter the chromatin landscape, particularly at gene regulatory regions. Since we were not able to confirm the validity of the commercial Snf2l antibodies for chromatin immunoprecipitation, it prompted us to employ ATAC-seq to map modifications in chromatin accessibility. ATAC-seq takes advantage of a hyperactive Tn5 transposase which can insert itself and add sequencing primers to sufficiently accessible DNA from nucleosome free regions (NFR) to polynucleosomes (Buenrostro et al., 2013, 2015). We performed ATAC-seq on WT and Ex6DEL GNPs (1 DIV) and GNs (3 DIV) and binned reads according to size, categorizing them as either nucleosome-free (NFR), mono-, di-, or tri-nucleosome reads. Normalized accessibility of WT and Ex6DEL cultures aligned over an averaged gene showed an increased number of reads at the TSS in Ex6DEL samples compared to WT cultures (Figure 4A), most notably corresponding to NFR reads (both time points) and for mono- and di-nucleosome reads at 1 DIV that suggests there is increased accessibility and reduced nucleosome density at the TSS (Supplementary Figure 3B). Progressive chromatin condensation accompanies progenitor cell commitment toward a specialized cell fate. The increased accessibility observed at the TSS in the Ex6DEL progenitors compared to the WT cultures at 1 DIV led us to explore whether the Ex6DEL chromatin accessibility was similar to that of an earlier lineage cell type. To this end, we added a publicly available ATAC-seq E14 mouse embryonic stem cell (mESC) dataset (GEO GSE98390) to our analysis. Interestingly, the mESC ATAC-seq accessibility reads aligned most closely to those of the Ex6DEL GNPs (Figure 4B and Supplementary Figure 4).

**FIGURE 4:**
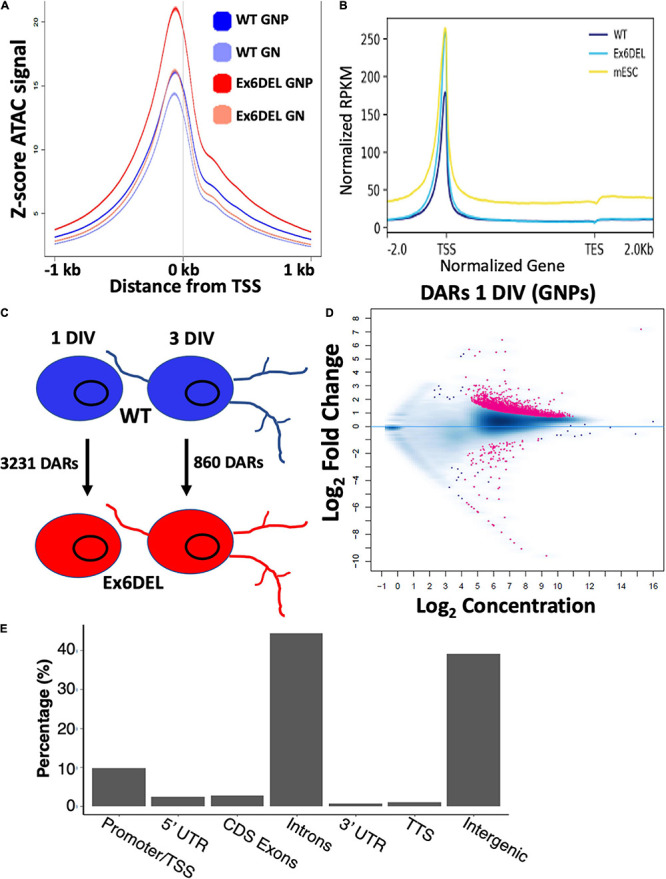
ATACseq analysis of WT and Ex6DEL cultures. **(A)** Compilation of all ATACseq peaks showing enrichment at the TSS under all culture conditions. Mutant cultures at 1 DIV (Ex6DEL GNP) showed the greatest enrichment of peaks at the TSS, followed by Ex6DEL GN (3 DIV), WT GNPs and WT GNs. **(B)** Peaks aligned to a normalized genes showed that Ex6DEL chromatin (light blue) was more accessible than WT chromatin (dark blue) and more similar to the profile of ESCs (yellow). TSS, transcriptional start site; TES, transcriptional end site. **(C)** Schematic diagram showing the numbers of differentially accessible regions (DARs) between WT and Ex6DEL samples at 1 and 3 days in culture. **(D)** MA plot of the 3231 differentially accessible regions. Pink dots represent significant changes in accessibility, with dots above the line representing increased accessibility and below the line decreased accessible regions. **(E)** Plot showing the frequency of DARs at different genomic positions. Promoter/TSS, −1KB to +100 bp; 5′UTR, >100 bp from TSS; TTS, transcriptional termination sites.

We next compared the number of differentially accessible regions (DARs; FDR < 0.05) between WT and Ex6DEL cultures, identifying 3231 DARs at 1 DIV and 860 DARs at 3 DIV (Figure 4C). We focused on the large number of DARs at 1 DIV to determine if these might contribute to the delay in cell differentiation that we observed in the Ex6DEL cultures. Initially, we examined whether the DARs were associated with an increase or a decrease in accessibility. We observed a large increase in the number of accessible chromatin domains (3118), while far fewer DARs (113) showed a reduced level of accessibility within the Ex6DEL cultures compared to the WT cultures (Figure 4D). Overall, the distribution of DARs demonstrated that the majority of accessible regions were located in introns (44%) and intergenic regions (39%) (Figure 4E). The significance of these accessible regions remains to be determined. Nonetheless, an enrichment of 315 DARs was observed at promoter/TSS regions, which were defined as peaks mapped between −1 kb and + 100 bp of a TSS (Figure 4E and Supplementary Table 1); a finding consistent with previous studies (Sala et al., 2011; Morris et al., 2014). Since previous work has indicated that SNF2H and SNF2L organize nucleosomes adjacent to transcription factor binding sites (Wiechens et al., 2016), we examined the 315 promoter/TSS DARs for enrichment of transcription factor binding sites. We first examined CTCF since SNF2H but not SNF2L was required to maintain CTCF occupancy at its binding sites (Wiechens et al., 2016). Similar to that study, we did not observe an enrichment in CTCF motifs in the promoter DARs (Figure 5A). However, we did observe enrichment of 38 transcription factor motifs including Fos-binding motifs (Figure 5B and Supplementary Table 1), which is interesting given the upregulation of *Fosb* and *Fosl2* that we observed at the 1 DIV time point. Indeed, 97 of the 315 promoter DARs contained a Fos/Jun/AP-1 transcription factor binding site within the accessible region (Supplementary Table 1).

**FIGURE 5:**
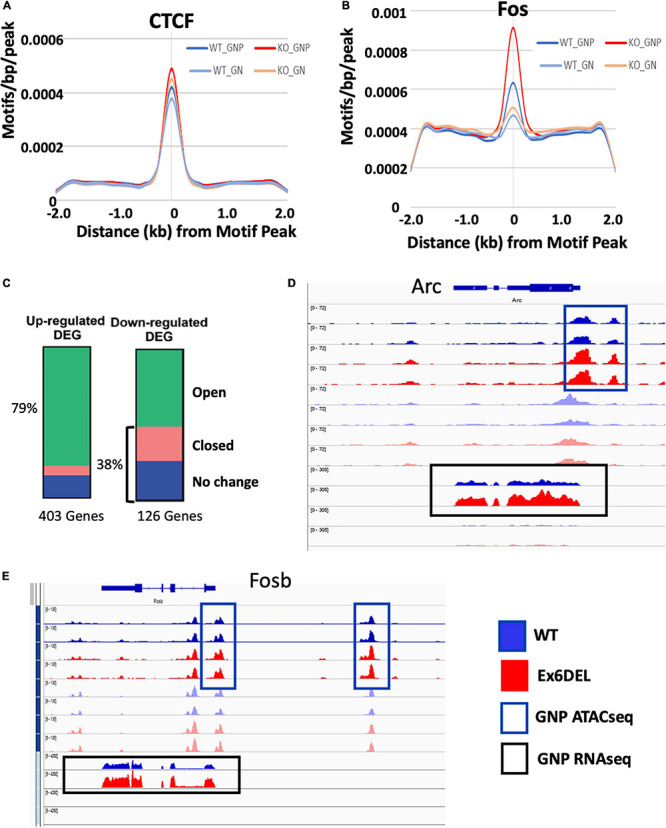
Accessible regions are enriched for Fos/Jun binding sites. ATACseq peak alignment with binding sites for CTCF **(A)** or Fos **(B)** showed enrichment in the Ex6DEL samples for Fos binding sites but not CTCF. **(C)** ATACseq peaks at 1 DIV were assigned to the nearest gene and then cross referenced to the up- and down-regulated genes to generate the bar graphs. Open (green) closed (pink) or chromatin regions showing no change (blue) are shown. **(D,E)** ATACseq and RNAseq reads shown in IGV browser format for the *Arc* **(D)** and *Fosb* **(E)** genes. The GNP ATACseq tracks are shown in the blue box. The GNP RNAseq is shown in the black box. The unboxed tracks correspond to ATACseq and RNAseq from GNs.

Next, we examined the frequency of DARs associated with the DEGs at 1 DIV. All DARs were linked to a gene based on map position to the nearest gene. Overall, 79% of the upregulated genes contained an open DAR associated with them, although only 25 DEGs had a DAR located within the promoter/TSS region (Figure 5C and Supplementary Table 1). Of the 25 genes with a promoter/TSS DAR, thirteen genes (*Akap2*, *Arap2*, *Arc*, *Bhlhe40*, *Col4a2*, *Csrnp1*, *Emp1*, *Ets1*, *Gcnt2*, *P2rx6*, *Wnt9a*, *Wwtr1*, and *Zc3h12a*) also contained a Fos/Jun/AP-1 binding site and were increased in expression (Supplementary Table 1). These genes also contained binding motifs for *Mzf1*, *Klf4*, and *Sp1* transcription factors within the promoter DAR (Supplementary Figure 5).

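Ets1 (ENSMUSG00000032035), a transcription factor on chromosome 9 of GRCm38 from 32636221 to 32757820, was at 173 ± 56.0 CPM in Ex6DEL and 70.6 ± 10.2 in WT at 1 DIV (SD, n = 3), a log2 fold change of 1.29 (standard error 0.31, adjusted p = 0.133). Arc, an immediate early gene of synapses, was at 56.8 ± 13.9 CPM in Ex6DEL and 29.2 ± 5.83 in WT, a log2 fold change of 0.96 (standard error 0.23, adjusted p = 0.134). Bhlhe40, a transcriptional repressor, was at 1.22 (standard error 0.32, adjusted p = 0.150) and Akap2, an anchor of protein kinase A, at 1.14 (standard error 0.29, adjusted p = 0.143). The collagen gene Col4a2 was at 1.15, Emp1 at 1.14, Csrnp1 at 1.05, Gcnt2 at 0.99, P2rx6 at 0.92, Wnt9a at 0.91, Zc3h12a at 0.86 and Arap2 at 0.82. For all 13 genes, Wwtr1 included, the 3 Ex6DEL libraries lay above the 3 WT libraries, and the median log2 fold change was 1.05 (camera, adjusted p = 7.22e-13, and adjusted p = 0.170 with an estimated correlation). In edgeR's quasi-likelihood test none passed over all genes and 13 were higher when adjusted over the list alone. DESeq2 called 9 higher. The study chose these genes for their higher expression in these samples, so the counts are not independent evidence of direction. Endothelial markers (median 1.21) and pericyte markers (0.96) had higher levels in the same Ex6DEL libraries. At 3 DIV the median was 0.59 (camera, adjusted p = 7.35e-05, and adjusted p = 0.620 with an estimated correlation). Ets1 passed the edgeR test without replicate 2 of Ex6DEL at 1 DIV (adjusted p = 0.0450) and without replicate 1 of Ex6DEL at 3 DIV (0.0444).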

Analysis of mapped IGV (integrated genome viewer) tracks showed a clear increase in ATAC peaks and RNAseq reads for the 13 genes with a Fos/Jun binding site in the promoter/TSS DAR, as shown for the *Arc* gene (Figure 5D; additional genes shown in Supplementary Figures 6A,B). However, *Fosb* and *Fosl2* upregulation was not associated with a promoter/TSS DAR despite an apparent increase in chromatin accessibility (Figure 5E and Supplementary Figure 6C). Similarly, the IGV tracks for *Mapk15*, *Edn1* and *Ednra* showed increased expression in the Ex6DEL cultures but the increased chromatin accessibility at the promoter/TSS region did not reach the statistical threshold cutoff for a DAR (Supplementary Figures 6D–F). 

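Fosb lies on chromosome 7 of GRCm38 from 19302696 to 19310051, and its level at 1 DIV was 1165, 825 and 1103 CPM in the 3 Ex6DEL libraries and 656, 495 and 549 CPM in the 3 WT libraries. Fosl2 lies on chromosome 5 of GRCm38 from 32135801 to 32157842, and its level was 99.9, 119.6 and 157 CPM in Ex6DEL and 65.2, 55.5 and 59.5 CPM in WT. Means were 1031 ± 181 against 566 ± 81.9 CPM for Fosb and 126 ± 29.1 against 60.1 ± 4.86 CPM for Fosl2 (SD, n = 3). At 3 DIV the log2 fold changes of Ex6DEL against WT were 0.23 for Fosb (standard error 0.20, adjusted p = 0.591) and 0.41 for Fosl2 (standard error 0.26, adjusted p = 0.481) in edgeR's quasi-likelihood test, and neither passed.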

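Mapk15 (chromosome 15 of GRCm38 from 75993769 to 75999154) was at 16.7, 15.8 and 22.6 CPM in the 3 Ex6DEL libraries at 1 DIV and at 9.23, 9.04 and 6.69 CPM in the 3 WT libraries. Edn1, on chromosome 13 of GRCm38 from 42301476 to 42307990, was at 20.5, 10.4 and 16.4 CPM in Ex6DEL and 7.06, 5.15 and 6.25 CPM in WT. For Ednra, on chromosome 8 of GRCm38 from 77663031 to 77724464, the levels were 33.2, 15.7 and 25.9 CPM in Ex6DEL and 11.7, 11.2 and 10.2 CPM in WT. In each case the 3 Ex6DEL libraries lay above the 3 WT libraries, with means of 18.4 ± 3.69, 15.8 ± 5.09 and 24.9 ± 8.83 CPM in Ex6DEL and 8.32 ± 1.41, 6.15 ± 0.957 and 11.0 ± 0.721 CPM in WT (SD, n = 3). At 3 DIV the log2 fold changes were 0.75 for Mapk15 (standard error 0.32, adjusted p = 0.441), 0.35 for Edn1 (standard error 0.40, adjusted p = 0.694) and 0.46 for Ednra (standard error 0.30, adjusted p = 0.486), and none passed edgeR's quasi-likelihood test.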

Taken together, we observed a good correlation between increased chromatin accessibility and upregulated gene expression with a subset of genes displaying *Fos*/*Jun* dysregulation.

In contrast to the upregulated genes, 38% of the downregulated DEGs were associated with a DAR that had reduced accessibility or showed no change in chromatin accessibility (Figure 5C). In addition, for genes that showed reduced accessibility we did not observe any overlap with the promoter/TSS DAR list suggesting that downregulation was not associated with altered chromatin structure at the promoter. Surprisingly, 61% of DARs linked to downregulated genes showed enhanced accessibility, which reflects the large number of accessible DARs in introns although the significance of these chromatin changes remains to be determined.

### Ex6DEL Cultures Show Increased Activation of Erk Signaling

Despite the delay exiting the cell cycle, GNPs from the Ex6DEL cultures initiate the differentiation program. We compared the differential gene expression between 1 DIV and 3 DIV timepoints for both WT and Ex6DEL cultures to determine whether the process of differentiation results in similar gene set changes. In this regard, we observed a similar number of genes differentially expressed from 1 DIV to 3 DIV, with 5647 DEGs changing in WT cultures and 4951 DEGs altered in the Ex6DEL cultures (Figure 6A). Moreover, 3419 genes were common to both cultures (WT: 60.5% of DEGs; Ex6DEL: 69% of DEGs) suggesting that the differentiation program proceeds along a similar path regardless of Snf2l status (Figure 6B). 

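Genes of cell division fell from 1 to 3 DIV in both genotypes: all 26 genes of the mitosis list were called lower in WT (median log2 fold change -3.54) and in Ex6DEL (median -3.27). Mki67 (ENSMUSG00000031004), a marker of dividing cells, fell from 776 ± 306 to 47.8 ± 22.6 CPM in WT (log2 fold change -4.02, standard error 0.36, adjusted p = 1.77e-05) and from 754 ± 54.4 to 57.0 ± 3.38 CPM in Ex6DEL (-3.73, standard error 0.36, adjusted p = 1.92e-05; SD, n = 3). Genes of neurons rose, with 25 of 36 genes of the neuronal list called higher and 2 lower in WT, and 29 higher and 1 lower in Ex6DEL. In WT Gabra6, a GABA receptor subunit of granule neurons, rose by a log2 fold change of 7.75 (standard error 0.82, adjusted p = 4.28e-05). Markers of vessels fell, with 32 and 33 of 34 endothelial genes called lower in WT and Ex6DEL. Cldn5, of endothelial tight junctions, fell by a log2 fold change of -7.64 in WT and -9.32 in Ex6DEL (adjusted p = 3.6e-07 and 9.12e-08). Among the genes with the largest rise was Lcn2, a secreted protein of innate immunity, which went from 1.50 ± 0.257 to 1166 ± 538 CPM in WT (log2 fold change 9.59, standard error 0.43, adjusted p = 3.6e-07) and rose by 9.79 in Ex6DEL (adjusted p = 1.48e-07). Mmp3, Saa3, C3 and Marco were among the 8 largest in both genotypes as well, at 10.29, 8.71, 8.96 and 9.51 in WT and 9.67, 8.80, 8.40 and 8.31 in Ex6DEL. The other 8-largest genes were Fpr1 (7.71) and Reg3g in WT, the latter at least 88.5-fold higher at 3 DIV since its 1 DIV libraries were at 0, and Cxcl5 (7.92), Glycam1 (7.36) and Gsta1 (7.10) in Ex6DEL. Fosb and the hemoglobin gene Hbb-bs fell in both, by -8.66 and -8.14 in WT and -9.30 and -9.88 in Ex6DEL, and Hbb-bt was at least 407-fold lower in WT and at least 595-fold lower in Ex6DEL (bounds use 3 counts over a group at 0). Gli1 fell by -7.92 in WT and -7.76 in Ex6DEL, and Atoh1 by -4.95 and -4.58. In all, edgeR's quasi-likelihood test called 3245 genes higher and 3428 lower in WT, 6673 in sum, and 3218 higher and 3318 lower in Ex6DEL, 6536 in sum. Libraries of the time points did not overlap for 56.5% of genes in WT and 54.2% in Ex6DEL, where chance gives 10%. The neuronal list had a camera adjusted p = 5.9e-09 in WT and 2.49e-12 in Ex6DEL, and an adjusted p = 0.490 and 0.301 with an estimated correlation. For mitosis the camera values were 2.12e-25 and 1.02e-20, and the adjusted p = 0.144 and 0.252 with an estimated correlation. The endothelial list gave 2.73e-42 and 5.7e-61, and its adjusted p = 0.0524 in WT and 0.0309 in Ex6DEL with an estimated correlation.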

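Genes that respond to stimulation fell in both genotypes: 25 of 27 immediate early genes were called lower in each, with medians of -2.74 in WT and -3.24 in Ex6DEL. Jun fell by a log2 fold change of -3.64 in WT and -3.49 in Ex6DEL (adjusted p = 3.6e-07 and 1.89e-07), and Nr4a1, a nuclear receptor induced by stimulation, by -5.06 and -5.80 (adjusted p = 3.53e-06 and 1e-06). All 26 genes of DNA replication fell as well, with medians of -2.45 and -2.21, among them Hells, a chromatin remodeler of S phase, at -2.59 and -2.37. Syt4, a synaptotagmin, rose by 5.88 in WT and 5.44 in Ex6DEL (adjusted p = 9.74e-06 and 9.98e-06). Shh pathway genes fell in part, 13 lower and 1 higher of 18 in WT and 11 lower in Ex6DEL, with Gli2, a transcription factor of the pathway, at -4.80 and -4.21. A total of 5225 genes were called in both genotypes, 2498 higher in both, 2724 lower in both and 3 in opposite directions, which is 78.3% of the WT DEGs and 79.9% of the Ex6DEL DEGs. Independent lists of these sizes would share 588 genes higher in both and 640 lower in both, and 10 simulations of unchanged genotypes gave 5390.2 shared genes on average. In a set with replicates 2 and 3 only at 3 DIV, chosen after the values were seen, 5318 genes were shared, against 5946.9 on average in simulations of that set, which take these replicates as independent cultures. Also chosen later, 4282 were shared with replicates 2 and 3 at 3 DIV summed and counted as 1, and 5602 with replicate 1 against the others as a batch term. Across genes, which are not independent replicates, the log2 fold changes of the genotypes had a Pearson r of 0.9156, against 0.9145 on average in the simulations. Camera gave the immediate early list an adjusted p = 3.25e-26 in WT and 5.14e-32 in Ex6DEL, and 0.0524 and 0.0309 with an estimated correlation. The DNA replication list had 3.22e-23 and 6.15e-18, and 0.144 and 0.252 with an estimated correlation, and the Shh list 8.96e-10 and 5.31e-07, and 0.0524 and 0.0992. From the number of genes common to both cultures, the paper proposes that differentiation takes a similar path with or without Snf2l.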

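Tubb3 (ENSMUSG00000062380), a neuronal tubulin, was called between 1 and 3 DIV in WT cultures, with a log2 fold change of -1.05 (standard error 0.36, adjusted p = 0.0322), and not in Ex6DEL cultures, where it was -0.23 (standard error 0.35, adjusted p = 0.637). The difference of its changes was 0.83 (standard error 0.50) and did not pass the test of the difference itself (adjusted p = 0.997). The WT call was lost without any 1 of the 6 WT libraries (highest adjusted p = 0.0974, without replicate 3 at 3 DIV), and Tubb3 was called lower in Ex6DEL without replicate 1 of Ex6DEL at 3 DIV (adjusted p = 0.00249). Genes of cholesterol synthesis were called higher at 3 DIV for 8 of 17 members in Ex6DEL and for 2, with 1 lower, in WT. Sqle, an enzyme of the pathway, rose by 0.88 in Ex6DEL (adjusted p = 2.78e-04) and by 0.67 in WT (adjusted p = 0.00154), and Insig1, a brake on the pathway, fell by -0.98 in WT (adjusted p = 4.04e-04). For the list as a whole the median difference between the genotypes' changes was 0.38 (camera, adjusted p = 4.44e-08, and adjusted p = 0.278 with an estimated correlation). In total, 1448 genes were called in WT only and 1311 in Ex6DEL only by edgeR's quasi-likelihood test. The WT-only count was 895 without replicate 2 and 941 without replicate 3 of WT at 3 DIV, and 2209 without replicate 1 of Ex6DEL at 1 DIV. Of the 1448, 1417 (97.9%) changed with the same sign in Ex6DEL and 657 had an unadjusted p under 0.05 there. Of the 1311, 1255 (95.7%) had the same sign in WT and 607 an unadjusted p under 0.05. The test of the difference between the genotypes' changes called 0 of the 17766 genes, with 701 at an unadjusted p under 0.05, and DESeq2 called 32. The edgeR count was 4 without replicate 2 of Ex6DEL at 1 DIV. In 10 simulations of genotypes that respond alike, 1529.9 genes on average were called in WT only and 1531.2 in Ex6DEL only. These numbers were 2258 and 1673 with replicates 2 and 3 only at 3 DIV, chosen after the values were seen, against 1379.3 and 1486.8 on average in simulations of that set. The simulations take replicates 2 and 3 as independent cultures, which is open: at 3 DIV 12.6% of genes differed between them in WT and 23.6% in Ex6DEL, against at least 54% in other pairs. Summed and counted as 1 they gave 1139 and 1302, and a batch term for replicate 1 gave 1539 and 1429, both also chosen later.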

There were 2228 and 1532 genes in WT and Ex6DEL cultures, respectively, that were specific to the differentiation of the individual cultures. We reasoned that many of these gene expression differences could reflect the overall lag in differentiation occurring in the Ex6DEL cultures while others could represent Snf2l-specific changes.

**FIGURE 6:**
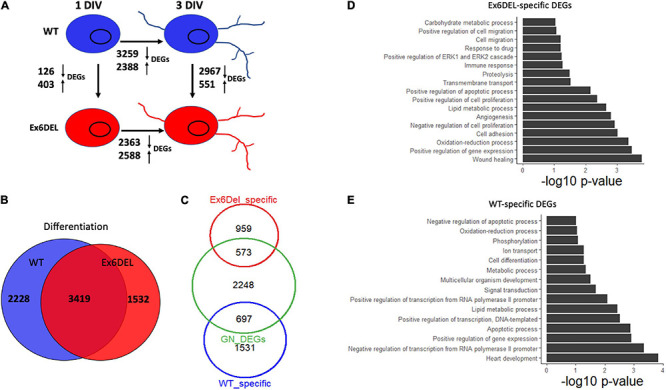
Ex6DEL cultures are delayed in differentiation. **(A)** Schematic diagram showing the numbers of differentially expressed genes (DEGs) between different samples (WT and Ex6DEL) and days in culture (same as Figure 3A). **(B)** Venn diagram showing overlapping differentially expressed genes in WT or Ex6DEL cultures during differentiation (gene expression comparison between I and 3 DIV). **(C)** Venn diagram highlighting that only 1/3 of the uniquely expressed genes from **(B)** (Ex6DEL specific: 1532; WT-specific: 2228) remain differentially expressed at 3 DIV. Green circle comprises the 2967 down- and 551 up-regulated DEGs between WT and Ex6DEL cultures. **(D,E)** GO term analysis of the DEGs at # DIV that were specific to the Ex6DEL **(D)** or WT **(E)** cultures.

Next, we examined the differences in gene expression at 3 DIV to determine how similar or different the GNP cultures were 3 days after plating. This analysis demonstrated 3518 DEGs between the WT GNs and Ex6DEL GNs at 3 DIV (Figure 6A). 

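Markers of motile cilia and ependymal cells had higher levels in Ex6DEL than in WT cultures at 3 DIV, with all 36 genes above 0 and a median log2 fold change of 0.70 (camera, adjusted p = 8.47e-10), and all 16 markers of choroid plexus had a median of 1.18 (adjusted p = 1.56e-06). Both lists had an adjusted p = 0.620 with an estimated correlation. Mlf1, of cilia, was at 36.4 ± 11.1 CPM in Ex6DEL and 18.8 ± 9.25 in WT (SD, n = 3), a log2 fold change of 0.94 (standard error 0.35, adjusted p = 0.441), and Otx2, a transcription factor of choroid plexus, was at 0.81 (standard error 0.31, adjusted p = 0.441). Neuronal genes were lower, with a median of -0.50 over 36 genes (camera, adjusted p = 4.28e-08, and adjusted p = 0.620 with an estimated correlation). Kif5c, a motor of axonal transport, was at -0.62 (standard error 0.22, adjusted p = 0.441), and Syn2, a synaptic vesicle protein, at -0.85 (standard error 0.30, adjusted p = 0.441). No gene of these 3 lists was called over all genes or when adjusted over the list alone, and DESeq2 called 0 of them. Fry passed 0 of the 38 lists at 3 DIV. At an unadjusted p under 0.05, 8 cilia and 4 choroid plexus genes were higher and 5 neuronal genes lower. Gm5905 was lower in Ex6DEL by a log2 fold change of -4.13 (standard error 0.40, adjusted p = 0.00723), and it was the 1 gene called by edgeR's quasi-likelihood test at 3 DIV, with 0 genes higher. Unadjusted p values under 0.05 were found for 1153 higher and 731 lower genes, and the libraries of the genotypes did not overlap in 8.1% of genes, where chance gives 10%. DESeq2 called 10 genes higher and 12 lower. Without replicate 1 of WT at 3 DIV the edgeR counts were 1265 higher and 666 lower, with 14 cilia genes higher and 10 neuronal genes lower, among them Mlf1 (adjusted p = 0.0248), Kif5c (0.0274) and Syn2 (0.0129). Without replicate 1 of Ex6DEL at 3 DIV 1 gene was higher, and without replicate 3 of that group 0 were lower. In replicate 1 of WT at 3 DIV the neuronal list lay below replicates 2 and 3 of that group by a median log2 difference of -0.71. Its cilia (0.78) and choroid plexus (1.01) lists lay above them. In replicate 1 of Ex6DEL the neuronal list lay above (0.59), and cilia (-0.81) and choroid plexus (-1.61) below. So replicate 1 ran against each list's difference in both genotypes. With replicates 2 and 3 only at 3 DIV, chosen after the values were seen, medians were 1.19, 1.89 and -0.99 (cilia, choroid plexus, neuronal). Whether these are independent cultures is open.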

Given the lag in differentiation of the Ex6DEL cultures, we compared how many of the DEGs between 1 DIV and 3 DIV were resolved by the third day in culture. 

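Sqle had a log2 fold change of -0.08 in Ex6DEL against WT cultures at 3 DIV (standard error 0.13, adjusted p = 0.785), and Tubb3 of -0.23 (standard error 0.35, adjusted p = 0.779). Smarca5 fell from 1 to 3 DIV in both genotypes, by -1.33 in WT (adjusted p = 1.67e-05) and -1.27 in Ex6DEL (adjusted p = 1.66e-05), and was at 0.13 between them at 3 DIV (standard error 0.12, adjusted p = 0.613). Each of the 1448 genes called in WT differentiation only and of the 1311 called in Ex6DEL differentiation only was without a call between the genotypes at 3 DIV in edgeR's quasi-likelihood test, where 1 gene was called in all. A missing call does not show that levels were alike. At 3 DIV the test found 34.3% of simulated changes of 2 fold and 92.4% of changes of 4 fold. Simulated libraries were drawn independently, so these shares may not hold for the real groups. Dynlt1b, at a log2 fold change of -3.34 at 3 DIV, was not called (adjusted p = 0.441). Without replicate 1 of WT at 3 DIV the test called 1265 genes higher and 666 lower.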

In both sets of cultures approximately 2/3 of DEGs were resolved (60%, 1531/2228 WT DEGs; 63%, 959/1532 Ex6DEL DEGs; Figure 6C). 

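Wnt3 was among the genes called in Ex6DEL differentiation only, and at 3 DIV it was at 7.74 ± 3.14 CPM in Ex6DEL and 7.63 ± 2.56 in WT (SD, n = 3), a log2 fold change of 0.02 (standard error 0.37, adjusted p = 0.987). The 2 sets of genes called in 1 genotype only shared 0 genes each with those called between the genotypes at 3 DIV in edgeR's quasi-likelihood test. In 10 simulations of unchanged genotypes 0 were shared as well, but these called 0 genes at 3 DIV, so no overlap could arise and they give no comparison. By size alone, the genes of the WT set that rose in differentiation would share 0.0419 genes with those lower in Ex6DEL at 3 DIV. For the genes of the Ex6DEL set that rose this was 0.0405. DESeq2 gave 4 shared genes in each set. The sets shared 757 and 601 with replicates 2 and 3 only at 3 DIV, chosen after the values were seen, against 0.2 and 0 on average in simulations of that set, which take replicates 2 and 3 as independent cultures. Both were 0 with these replicates summed and counted as 1, and with a batch term for replicate 1, also chosen later. Between the genotypes at 3 DIV, 1884 genes had an unadjusted p under 0.05. Gm5905, the 1 gene called between the genotypes, was called in both differentiation comparisons. The overlaps were 421 genes of the WT set and 280 of the Ex6DEL set without replicate 1 of WT at 3 DIV. In the WT set the overlap was 1 without replicate 2 of Ex6DEL at 1 DIV and without replicate 1 of Ex6DEL at 3 DIV, and in the Ex6DEL set it was 1 without replicate 1 or 3 of WT at 1 DIV and without replicate 2 or 3 of WT at 3 DIV.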

Alternatively, one-third of the Ex6DEL (573 DEGs) and WT (697 DEGs) remain altered in the 3 DIV cultures, while 2248 “new” genes (GN DEGs) become differentially expressed (Figure 6C). Finally, we performed GO analysis on these clusters of DEGs identified at 3 DIV (i.e., Ex6DEL-specific, WT-specific, GN DEGs). 

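Among genes of proliferation, the 26 of mitosis were all above 0 in Ex6DEL against WT cultures at 3 DIV, with a median log2 fold change of 0.21 (camera, adjusted p = 0.0235, and adjusted p = 0.779 with an estimated correlation). Of 26 genes of DNA replication 22 were above 0, with a median of 0.13, and the list did not pass camera (adjusted p = 0.179). These medians were 0.66 and 0.34 with replicates 2 and 3 only at 3 DIV, chosen after the values were seen. Ttk, a kinase of the spindle checkpoint, was at 0.34 (standard error 0.37, adjusted p = 0.681), and Mki67 at 0.25 (standard error 0.32, adjusted p = 0.728). Of 16 regulators of the epithelial-to-mesenchyme transition, which concern migration and adhesion, 14 were above 0 with a median of 0.47 (camera, adjusted p = 0.00385, and adjusted p = 0.620 with an estimated correlation), among them Snai2, a transcription factor of the transition, at 0.84 (standard error 0.33, adjusted p = 0.441). Markers of motile cilia (median 0.70) and choroid plexus (1.18) were above 0 in that comparison too. In the ERK1/ERK2 pathway, the 25 cascade components had a median of 0.02 (camera, adjusted p = 0.898) and the 20 feedback targets of 0.10 (adjusted p = 0.642). Dusp6, a phosphatase that acts on ERK, was at 0.38 (standard error 0.17, adjusted p = 0.441). No gene of these lists was called at 3 DIV by edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone, and DESeq2 called 0. At an unadjusted p under 0.05, 2 transition, 1 cascade and 3 feedback genes were higher, 1 cascade and 1 feedback gene were lower, and 0 genes of mitosis and DNA replication passed. The camera call of the mitosis list was lost without replicate 2 or 3 of WT at 3 DIV or replicate 1 of Ex6DEL at 3 DIV (highest adjusted p = 0.819, without the first). Camera called DNA replication higher without replicate 1 of WT at 3 DIV (adjusted p = 1.88e-04) and without replicate 2 or 3 of Ex6DEL at 3 DIV. Calls of edgeR were 2 mitosis, 5 DNA replication, 4 transition, 3 cascade and 2 feedback genes higher and 1 feedback gene lower in the fit without replicate 1 of WT at 3 DIV.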

Of the 573 DEGs that were considered to be specific for Ex6DEL 3 DIV cultures, notable GO terms showed changes in cell proliferation, cell migration, cell adhesion, and regulation of the ERK1/ERK2 pathway (Figure 6D). Notable GO terms for the 697 DEGs specific for WT 3 DIV cultures included positive regulation of transcription & gene expression, cell differentiation, multicellular organism development (Figure 6E). 

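Transcription factors of the granule lineage were lower in Ex6DEL than in WT cultures at 3 DIV, with 19 of 23 genes below 0 and a median log2 fold change of -0.35 (camera, adjusted p = 2.92e-04, and adjusted p = 0.620 with an estimated correlation). Etv1, which acts in granule neuron maturation, was at 30.1 ± 5.91 CPM in Ex6DEL and 45.2 ± 14.7 in WT (SD, n = 3), a log2 fold change of -0.58 (standard error 0.23, adjusted p = 0.441). Nhlh2, a basic helix-loop-helix factor, was at -0.74 (standard error 0.33, adjusted p = 0.441), and Nfix, a nuclear factor I protein, at -0.42 (standard error 0.21, adjusted p = 0.441). In the same comparison all 36 markers of motile cilia (median 0.70) and all 16 of choroid plexus (1.18) were above 0. From 1 to 3 DIV in WT, 12 genes of this list fell and 2 rose, and in Ex6DEL 10 fell and 1 rose. Insm1, of early neuronal progenitors, fell by -3.19 in WT (adjusted p = 6.98e-05) and -3.58 in Ex6DEL (adjusted p = 3.72e-05). Camera gave the list an adjusted p = 0.00257 in WT and 0.0158 in Ex6DEL differentiation, and the adjusted p = 0.637 and 0.572 with an estimated correlation. The Ex6DEL call was lost without replicate 2 of Ex6DEL at 1 DIV (adjusted p = 0.0503). Between the genotypes at 3 DIV no gene of the list was called by edgeR's quasi-likelihood test, over all genes or when adjusted over the list alone, 3 were lower at an unadjusted p under 0.05, and DESeq2 called 0. Without replicate 1 of WT at 3 DIV, 3 genes were lower, among them Etv1 (adjusted p = 0.0219).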

Very similar GO terms were also identified for the novel 2248 DEGs at the 3 DIV timepoint suggesting that these latter gene sets are representative of a more mature differentiated state (Supplementary Figure 7).

As such, we focused on the Ex6DEL-specific dataset and, more specifically, the DEGs within the GO term “regulation of ERK1/ERK2 pathway” to identify a potential pathway critical for GN differentiation of the Ex6DEL cells. In this regard, we performed immunoblots for the Erk1/2 proteins and their phosphorylated isoforms. GNPs were cultured from WT and Ex6DEL mice and protein extracts isolated at 1 DIV and 3 DIV for analysis. Since Erk1 and Erk2 exhibit functional redundancy we quantified global Erk phosphorylation (normalized pErk1 and pErk2/Erk1 and Erk2 levels) and not isoform specificity as a measure of pathway activation (Busca et al., 2016). In the WT samples the total Erk protein level dropped by 40% in the 3 DIV sample compared to the 1 DIV sample, but the activation increased ∼3-fold (3.6% at 1 DIV; 10.4% at 3 DIV). It should be noted that the activation was primarily through phosphorylation of Erk2 (Figures 7A,B). In the Ex6DEL cultures we observed a similar drop in total Erk protein levels (∼50%) at 3 DIV but pathway activation was significantly increased (24-fold; 2.6% 1 DIV; 63.4% 3 DIV; Figures 7A,B).

**FIGURE 7:**
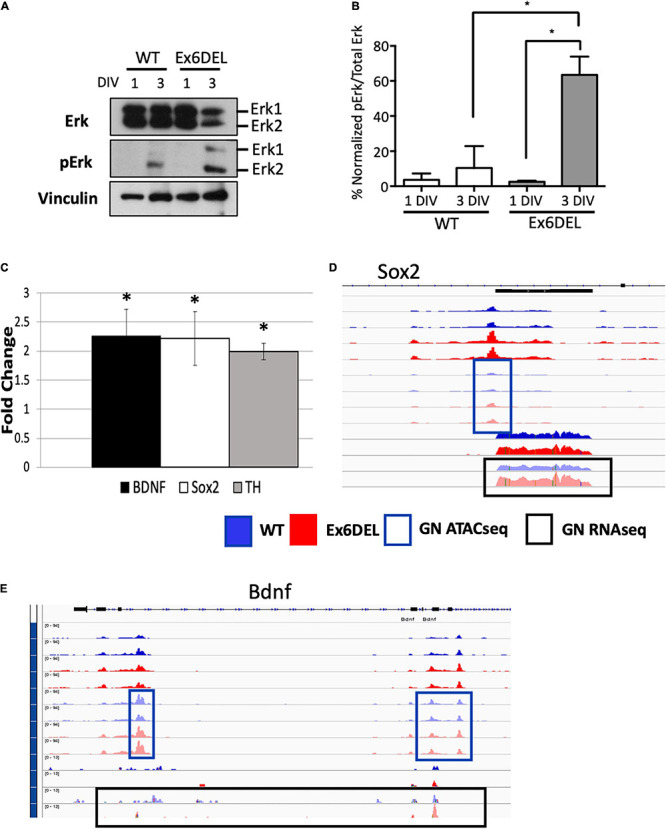
Granule neuron precursor differentiation is associated with ERK signaling activation. **(A)** Immunoblots from WT and Ex6DEL GNP cultures (1 and 3 DIV) for Erk and phospho-Erk (pErk). Vinculin serves as a protein loading control. **(B)** Quantification of the immunoblots in A showing the normalized change in Erk activation (pErk1 + pErk2 level) to total Erk protein level. ^∗^*p* < 0.05. **(C)** RT-qPCR validation of the expression of downstream target genes of ERK/Fos/Jun signaling. ^∗^*p* < 0.05. **(D)** Genome browser views of the *Sox2* **(D)** and *Bdnf* **(E)** genes. The blue boxes highlight the ATACseq peaks and the black boxes mark the RNAseq reads at 3 DIV. All unboxed tracks correspond to the I DIV time.

To determine if the Erk pathway is altered in the Ex6DEL mice, we performed RT-qPCR for three downstream Erk target genes, using RNA isolated from cerebellar tissue at P10 from Ex6DEL mice and control littermates. Consistent with increased activation of the Erk1/2 pathway in Ex6DEL 3 DIV cultures we observed increased expression of all three downstream target genes, namely *Sox2*, *Bdnf*, and *Th* in the Ex6DEL cerebellum (Figure 7C). We also examined whether the transcriptional changes in the mice were duplicated in the cultures by assessing the chromatin accessibility and transcript reads of these target genes. For both *Sox2* and *Bdnf* we observed a slight increase in accessibility although none of the accessible regions reached the significant threshold to be considered a DAR (Figures 7D,E). Moreover, increased transcript reads were only observed for *Sox2* (Figure 7D) but not for *Bdnf* (Figure 7E) in the culture experiments.

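Sox2 (ENSMUSG00000074637), a transcription factor of progenitors and glia, was at 69.3 ± 3.98 CPM in Ex6DEL and 50.6 ± 34.9 in WT cultures at 3 DIV (SD, n = 3), a log2 fold change of 0.45 (standard error 0.41, adjusted p = 0.608). Bdnf (ENSMUSG00000048482), a neurotrophin, was at 3.59 ± 0.911 CPM in Ex6DEL and 3.45 ± 0.522 in WT, a log2 fold change of 0.06 (standard error 0.28, adjusted p = 0.937). The libraries of the genotypes overlapped for both genes, and neither passed edgeR's quasi-likelihood test. At 1 DIV the log2 fold changes were -0.13 for Sox2 (standard error 0.40, adjusted p = 0.911) and 0.20 for Bdnf (standard error 0.28, adjusted p = 0.764). Th, which encodes tyrosine hydroxylase, was at 0.59 at 3 DIV (standard error 0.56, adjusted p = 0.659). DESeq2 called 0 of the 3 genes, none had an unadjusted p under 0.05, and none passed when adjusted over the list alone. Bdnf rose from 1 to 3 DIV in both genotypes, by 1.31 in WT (adjusted p = 0.00329) and 1.16 in Ex6DEL (adjusted p = 0.00608). Sox2 lies on chromosome 3 of GRCm38 from 34650405 to 34652461. Its log2 fold change was 1.17 without replicate 1 of WT at 3 DIV, and it was called higher (adjusted p = 0.0347).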

## Discussion

The Ex6DEL mice contain an internally truncated Snf2l protein that lacks the ability to bind and hydrolyze ATP thereby rendering it unable to remodel nucleosomes. We have shown that the truncated Snf2l protein can assemble into ISWI complexes (e.g., CERF) and thus, it likely retains some ability to be recruited to its genomic targets (e.g., promoter/TSS sites). GNPs isolated from the Ex6DEL mice were mildly impaired in their ability to exit the cell cycle, thus delaying differentiation when plated in culture. The chromatin landscape of the Ex6DEL GNP cultures showed a general increase in accessibility at TSS that was more similar to that of mESCs than to control GNP cultures. Over 96% of the DARs between WT and Ex6DEL GNP cultures showed increased accessibility. Of those located in promoter/TSS regions we identified an enrichment for Fos/Jun binding sites suggesting that Snf2l remodeling normally decreases accessibility at these sites to facilitate differentiation. The increased accessibility was correlated with increased gene expression with ∼80% of the 529 DEGs, consistent with a role for Snf2l in repressing gene expression during cerebellar development. Collectively, the Ex6DEL cultures either represent a “less differentiated” or committed GNP that does not immediately exit the cell cycle upon plating, or alternatively, the culture contains a greater proportion of a distinct progenitor cell type that alters the differentiation kinetics of the culture. Regardless, the enhanced proliferation index was transient and the Ex6DEL cultures underwent differentiation showing a 69% concordance with WT cultures in the DEGs associated with this process (i.e., 1 DIV vs. 3 DIV expression changes). Expression differences at 3 DIV highlighted the importance of the ERK signaling cascade for GNP differentiation.

Granule neuron precursors migrate to the EGL from the upper rhombic lip, one of two germinal zones in the developing cerebellum. Within the EGL they respond to Shh released from Purkinje cells to proliferate during the early postnatal period which is critical for cerebellar folia growth. Dysregulation of GNP expansion can result in a hypoplastic cerebellum, as was observed for *Smarca5* cKO mice (Alvarez-Saavedra et al., 2014), or conversely, cause some subtypes of medulloblastoma as shown for activating hedgehog (HH) mutations. We observed a transient maintenance of proliferation in the Ex6DEL cultures that was not associated with alterations in HH signaling suggesting that other mitogenic pathways were active. A previous study demonstrated increased proliferation of HeLa cells after siRNA knockdown of *Smarca1* through the activation of the Wnt signaling cascade (Eckey et al., 2012). The study demonstrated activation of β-catenin using the TOP/FOP flash assay but determined that this was a post-transcriptional effect ruling out SNF2L remodeling of the *CTNNB1* gene. Three of the Wnt target genes upregulated in that study (*EDN1*, *FN1*, *PLAUR*) were similarly altered in our study as were an additional 9 Wnt responsive genes (*Fzd6*, *Flt4*, *Kdr*, *Lef1*, *Abcc4*, *Abcb1a*, *Neurod1*, *Ptgs2*, *Nes*) and the receptor for *Edn1* (*Ednra*). The significance of these changes to proliferation, however, remain to be fully determined. Another similarity between our study and the one by Eckey et al. (2012) was that the GO term analysis indicated that angiogenesis was the biological process with the most significant change. While further work is required to delineate the significance of the specific gene changes, one possibility is that Snf2l is required to maintain repression of genes critical for blood vessel formation.

One of the dysregulated Wnt target genes of interest was the endothelin-1 gene, *Edn1* because it has been shown to be critical for autocrine-mediated neuroprogenitor proliferation within the postnatal subventricular zone of mice (Adams et al., 2020). A similar decrease in proliferation was obtained when one of the endothelin receptors, endothelin b receptor (*Ednrb*) was deleted in mice. Further studies revealed that endothelin signaling activated the Notch pathway to maintain proliferation of the radial glia progenitors (Adams et al., 2020). While a similar Edn1-Ednra autocrine effect could be occurring in the Ex6DEL GNP cultures, we did not observe transcriptional activation of Notch signaling components (e.g., *Jag1*, *Hey1*) as shown in the Adams et al. (2020) study. Despite this difference, endothelin-1 signaling can be transduced through phosphatidylinositol 3-kinase (PI3-K), Wnt, and mitogen-activated protein kinase (MAPK) signaling pathways (Bouallegue et al., 2007; Kristianto et al., 2017), the latter two for which we observed several gene expression differences in the Ex6DEL cultures.

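Jag1 (ENSMUSG00000027276), a Notch ligand on chromosome 2 of GRCm38 from 137081456 to 137116644, was at 50.3 ± 7.91 CPM in Ex6DEL and 28.3 ± 1.29 in WT cultures at 1 DIV (SD, n = 3), a log2 fold change of 0.83 (standard error 0.23, adjusted p = 0.155), with all 3 Ex6DEL libraries above all 3 WT libraries. Hey1 (ENSMUSG00000040289), a Notch target, was at 160.3 ± 64.1 CPM in Ex6DEL and 152 ± 6.22 in WT, a log2 fold change of 0.08 (standard error 0.25, adjusted p = 0.913). Of the 16 genes of the Notch pathway 12 were above 0 and 4 below, with a median of 0.66 (camera, adjusted p = 5.77e-04, and adjusted p = 0.170 with an estimated correlation). Notch4, a receptor of endothelial cells, was at 1.21 (standard error 0.20, adjusted p = 0.114), Dll4, a ligand of the same cells, at 1.30 (standard error 0.30, adjusted p = 0.129) and the ligand Jag2 at 0.85 (standard error 0.22, adjusted p = 0.140). Markers of endothelial cells had higher levels in the same Ex6DEL libraries. No gene of the pathway was called over all genes by edgeR's quasi-likelihood test, 9 were higher and 2 lower at an unadjusted p under 0.05, 5 were higher when adjusted over the list alone, and DESeq2 called 4 higher, Jag1 among them (adjusted p = 0.0275). Without replicate 2 of Ex6DEL at 1 DIV edgeR called 3 higher, with Notch4 at an adjusted p = 0.00732 and Dll4 at 0.0359, and without replicate 1 of Ex6DEL at 3 DIV Notch4 (0.0444) and Jag1 (0.0444) passed.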

Given the incidence of Wnt activation in medulloblastoma, several studies have examined the requirement for Wnt in GNP proliferation (Lorenz et al., 2011; Pei et al., 2012; Yang et al., 2019). Using different methods to activate Wnt signaling, each study came to the same conclusion, namely that Wnt activation was not mitogenic for GNPs but actually promoted their differentiation. This is opposite to the effect of Wnt signaling in the developing forebrain where b-catenin stabilization resulted in a dramatic increase in progenitor proliferation (Chenn and Walsh, 2002). As such, it seems difficult to reconcile that Wnt activation in the Ex6DEL GNPs is driving their proliferation unless perhaps, we are observing an increased level of a second progenitor subtype in the Ex6DEL cultures. In this regard, a rare population of Nestin-expressing progenitor cells (NEPs) that migrate from the second germinal zone (VZ lining the fourth ventricle) and reside in the deep part of the EGL could be affected by loss of Snf2l function. These NEPs are typically quiescent but can be activated to replenish granule neurons following injury in the postnatal period (Li et al., 2013; Wojcinski et al., 2017, 2019). In such a scenario, the lack of Snf2l in this cell population would alleviate their quiescence and activate their proliferation. As we observed increased *Nes* gene expression, it remains possible that both the activated Wnt signaling signature and the enhanced BrdU incorporation observed in the Ex6DEL cultures result from inappropriate NEP proliferation. 

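Nes (ENSMUSG00000004891), which encodes the intermediate filament nestin and lies on chromosome 3 of GRCm38 from 87971078 to 87980451, was at 116 ± 30.1 CPM in Ex6DEL and 63.4 ± 2.60 in WT cultures at 1 DIV (SD, n = 3), with all 3 Ex6DEL libraries above all 3 WT libraries. It did not pass edgeR's quasi-likelihood test and was called higher by DESeq2 (adjusted p = 0.0274). The 15 markers of neural stem cells and Nestin-positive progenitors went both ways at 1 DIV, with 6 above 0 and 9 below, a median of -0.13 and a camera direction of higher (adjusted p = 0.873). Notch1 was at 0.70 (standard error 0.29, adjusted p = 0.272) and Hes1, a Notch target of progenitors, at 0.84 (standard error 0.35, adjusted p = 0.278), while Hes5, another such target, was at -1.16 (standard error 0.46, adjusted p = 0.253). None of the 15 was called over all genes or when adjusted over the list alone, 3 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher. The median at 3 DIV was 0.29 (camera, adjusted p = 0.0220, and adjusted p = 0.701 with an estimated correlation). That call was lost without replicate 2 or 3 of WT at 3 DIV or replicate 1 of Ex6DEL at 3 DIV (highest adjusted p = 0.366, without the first), and 9 genes were called higher without replicate 1 of WT at 3 DIV.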

Future analyses using a scRNAseq approach should help define progenitor cell type differences within the GNP cultures.

An essential marker of GNPs is the bHLH transcription factor *Atoh1/Math1* which is required for their generation in the rhombic lip, and later for the regulation of primary cilia formation that facilitates proliferation in response to Shh (Ben-Arie et al., 1997; Dahmane and Ruiz i Altaba, 1999; Wallace, 1999; Chang et al., 2019). *Atoh1* also induces the expression of *Zic1*, *En1*, and *Neurod1* to facilitate differentiation, the latter of which has been shown in other experiments to be required for granule neuron differentiation (Miyata et al., 1999; Pan et al., 2009; Iulianella et al., 2019). 

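Neurod1 (ENSMUSG00000034701), which acts in granule neuron differentiation, lies on chromosome 2 of GRCm38 from 79452521 to 79456751. Its level at 1 DIV was 524 ± 151 CPM in Ex6DEL and 961 ± 146 in WT (SD, n = 3), with all 3 Ex6DEL libraries below all 3 WT libraries. At 3 DIV it was 575 ± 206 CPM in Ex6DEL and 872 ± 303 in WT, a log2 fold change of -0.60 in Ex6DEL against WT (standard error 0.33, adjusted p = 0.448), and the libraries overlapped. Leaving out replicate 1 of Ex6DEL at 3 DIV gave -0.97 (adjusted p = 0.136), and keeping only replicates 2 and 3 at 3 DIV, a set chosen after the values were seen, gave -1.23 (adjusted p = 0.00958). With all libraries Neurod1 did not pass edgeR's quasi-likelihood test at either time, and its changes from 1 to 3 DIV were -0.14 in WT (standard error 0.33, adjusted p = 0.753) and 0.13 in Ex6DEL (standard error 0.33, adjusted p = 0.773). The sign turned without replicate 1 of WT at 3 DIV in WT (0.15), and without replicate 3 of Ex6DEL at 1 DIV (-0.08) or replicate 1 of Ex6DEL at 3 DIV (-0.21) in Ex6DEL. At 1 DIV its relatives Neurod2 and Neurod6 were at -1.04 (standard error 0.35, adjusted p = 0.198) and -1.20 (standard error 0.34, adjusted p = 0.155). DESeq2 called Neurod6 lower at 1 DIV (adjusted p = 0.0245). The paper takes the level of Neurod1 at 1 DIV and at 3 DIV as added support for a passing delay of differentiation in Ex6DEL cultures. Its other evidence is BrdU labeling, Ki67 staining, neurite growth and counts of migrating Pax6-positive cells.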

Examination of the 1 DIV transcriptome indicated that *Neurod1* expression is reduced (Log_2_FC = –0.61) compared to control cultures but at 3 DIV it is differentially increased (Log_2_FC = 0.725) supporting the argument that differentiation is transiently delayed in the Ex6DEL cultures. 

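Zic1 (ENSMUSG00000032368), a zinc finger factor of granule cells on chromosome 9 of GRCm38 from 91358058 to 91365810, was at 1241 ± 591 CPM in Ex6DEL and 1737 ± 297 in WT cultures at 3 DIV (SD, n = 3), a log2 fold change of -0.48 (standard error 0.28, adjusted p = 0.461). It was -0.98 without replicate 1 of Ex6DEL at 3 DIV (adjusted p = 0.0907) and -0.30 without replicate 2 or replicate 3 of that group, and keeping only replicates 2 and 3 at 3 DIV, a set chosen after the values were seen, gave -1.12 (adjusted p = 0.00313). At 1 DIV its log2 fold change was -0.67 (standard error 0.29, adjusted p = 0.284). En1 and En2, the engrailed homeobox genes, were at -0.90 (standard error 0.23, adjusted p = 0.140) and -0.60 (standard error 0.20, adjusted p = 0.196) at 1 DIV, where all 3 Ex6DEL libraries lay below all 3 WT libraries for both. At 3 DIV En1 was at 0.14 (standard error 0.23, adjusted p = 0.794; -0.05 without replicate 1 of Ex6DEL at that time) and En2 at -0.54 (standard error 0.20, adjusted p = 0.441). With all libraries none of the 3 genes passed edgeR's quasi-likelihood test at either time, and DESeq2 called En1 lower at 1 DIV (adjusted p = 0.0120). Over the 23 transcription factors of the granule lineage 20 were below 0 at 1 DIV, with a median of -0.55 (camera, adjusted p = 1.11e-06, and adjusted p = 0.235 with an estimated correlation), while endothelial (1.21) and motile cilia markers (1.09) had medians above 0. None was called over all genes or when adjusted over the list alone, 10 were lower at an unadjusted p under 0.05, and DESeq2 called 2 lower. Part of this list comes from the paper, which reports Neurod1 as lower at 1 DIV in these samples. En2 was called lower at 3 DIV without replicate 1 of WT at that time (adjusted p = 0.0248).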

*Zic1* was increased at the 3 DIV timepoint (Log_2_FC = 0.625) only, while *En1* and *En2* were not altered compared to control cultures.

We also analyzed the gene expression profiles during (1 DIV vs. 3 DIV) and after differentiation (WT vs. Ex6DEL 3 DIV). In this way, we observed that differentiation was associated with similar expression profiles regardless of Snf2l status. This data suggests that Snf2l is not required to initiate GNP differentiation. When we compared expression profiles at 3 DIV we observed activation of the ERK1/2 pathway which we confirmed by immunoblots of the protein extracts from the cultures. Multiple studies have previously shown that a wide range of soluble factors (Glucose, IGF-1, Wnt3) can promote cerebellar granule differentiation through MAPK-ERK1/2 activation (Torres-Aleman et al., 1998; Petersen et al., 2002; Anne et al., 2013; Kronenberg et al., 2020). Our finding that this was specific to the Ex6DEL cultures may simply reflect the delayed differentiation of these cultures. Several of these studies have also linked MAPK-ERK1/2 activation directly to *Neurod1* activity which we mentioned above was upregulated (Petersen et al., 2002; Kronenberg et al., 2020). One study of particular interest demonstrated that Wnt3 promoted GNP differentiation through a non-canonical Wnt signaling pathway that activated the MAPK-ERK1/2 pathway instead of the β-catenin canonical pathway (Anne et al., 2013). Wnt3 (Log_2_FC = 0.690) was also upregulated in the DEGs linked to Ex6DEL differentiation. 

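Wnt3 (ENSMUSG00000000125), which encodes a Wnt ligand and lies on chromosome 11 of GRCm38 from 103774150 to 103817957, rose in Ex6DEL cultures from 3.19 ± 1.11 CPM at 1 DIV to 7.74 ± 3.14 CPM at 3 DIV (SD, n = 3), a log2 fold change of 1.29 (standard error 0.38, adjusted p = 0.0180 in edgeR's quasi-likelihood test). In WT its change was 0.50 (standard error 0.38, adjusted p = 0.307), and the difference between the genotypes' changes was 0.79 (standard error 0.53, adjusted p = 0.997). Of the 18 genes of the list of Wnt ligands and β-catenin, 6 rose and 1 fell in Ex6DEL, with a median of 0.72 (camera, adjusted p = 0.310), and 6 rose and 1 fell when adjusted over the list alone. Wnt7a rose by 2.65 (standard error 0.46, adjusted p = 8.72e-04) and Wnt2 by 2.59 (standard error 0.57, adjusted p = 0.00366). The call of Wnt3 was lost without replicate 1 of Ex6DEL at 1 DIV (adjusted p = 0.0654) and without replicate 1 of Ex6DEL at 3 DIV (0.0896), and without the former the list had 2 genes higher.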

Regardless, it is clear that GNP cultures isolated from Ex6DEL mice undergo differentiation utilizing a common MAPK-ERK1/2-*Neurod1* pathway previously shown to be important for granule neuron differentiation.

Analysis of *Drosophila* ISWI protein binding sites by ChIPseq showed that the majority of sites mapped to ∼300 bp after the TSS with fewer binding sites located at exons, introns and the 3′-end of several genes (Sala et al., 2011). The role of ISWI binding near the TSS is important for positioning the downstream nucleosomes, particularly the +1 and +2 nucleosome positions (Sala et al., 2011; Wiechens et al., 2016). In mammals, the nucleosome positioning by SNF2H facilitated binding at CTCF binding sites while depletion of SNF2L had minor effects on nucleosome organization at CTCF sites (Wiechens et al., 2016). In addition to CTCF, the authors observed that SNF2H and SNF2L depletion altered the +1 and –1 nucleosome spacing adjacent to 49 different TF binding sites often with contrasting effects on nucleosome spacing, suggesting that they likely have antagonistic effects on TF occupancy (Wiechens et al., 2016). Using an ATACseq approach to define accessible chromatin in GNPs we observed that depletion of Snf2l resulted in increased accessibility at 3118 sites suggesting that Snf2l normally represses access to chromatin. However, the large majority of differentially accessible sites were located in introns and intergenic regions with a smaller fraction (10%) at promoter/TSS regions, which is different than the ChIPseq experiment in *Drosophila* (Sala et al., 2011) and may reflect additional indirect changes in chromatin accessibility. While the nature of the non-coding sites was not examined, a high proportion (30%) of the promoter/TSS DARs contained binding sites for the Fos/Jun transcription factor. This data suggests that Snf2l may have an important role in regulating TF occupancy at Fos/Jun target genes during GNP differentiation. Consistent with this, we found that 25 of the DEGs contained a promoter/TSS DAR and that half of these had Fos/Jun binding sites. Many of the upregulated DEGs showed minor increases in promoter accessibility that did not reach the significance threshold for a DAR (compare *Arc* vs. *Fosb*). It suggests that these genes may contain additional inter- or intra-genic accessible regions that alter access at distal regulatory elements or, change topological chromatin domains to affect expression. Certainly, such changes were underappreciated in the type of analysis performed here but would also represent a unique ISWI function.

In summary, we have shown that the Ex6DEL GNP cultures have a transient delay in cell cycle withdrawal that was also found in the intermediate progenitors of the developing forebrain. GNPs undergo an average of eight divisions during postnatal cerebellar growth producing an average of 250 granule neurons (Iulianella et al., 2019). An extra cycle of proliferation within the GNPs (or IPCs) are more than sufficient to account for the increased brain size observed in the Ex6DEL mice. We suggest that the delay results from a less-restricted chromatin configuration in the Ex6DEL progenitors, allowing continued access to transcription factors such as Fos/Jun. Despite the alterations to the chromatin landscape the Ex6DEL GNPs maintain the ability to differentiate using previously defined pathways.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122172, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122173.

## Ethics Statement

The animal study was reviewed and approved by the University of Ottawa’s Animal Care ethics committee.

## Author Contributions

LG executed all experiments with the technical support of JM, unless stated otherwise. GZ and LG performed the bioinformatic analysis. ST performed the RT-qPCR validation experiments and cerebellar IF staining. DP designed, supervised, and provided funding for the project. LG, GZ, ST, and DJP wrote the manuscript. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://gtrd.biouml.org/#!

2 http://www.geneontology.org/

3 https://dplyr.tidyverse.org//

4 https://ggplot2.tidyverse.org

5 https://github.com/js229/Vennerable

# Supplementary material for: Impaired SNF2L Chromatin Remodeling Prolongs Accessibility at Promoters Enriched for Fos/Jun Binding Sites and Delays Granule Neuron Differentiation
**Source:** Front Mol Neurosci. 2021 Jul 6;14:680280. doi: 10.3389/fnmol.2021.680280
**Supplement:** Supplementary file 2

**SUPPLEMENTAL INFORMATION**

**Impaired SNF2L chromatin remodeling prolongs accessibility at promoters enriched for Fos/Jun binding sites and delays granule neuron differentiation**

*Laura R. Goodwin, Gerardo Zapata, Sara Timpano, Jacob Marenger, and David J. Picketts*

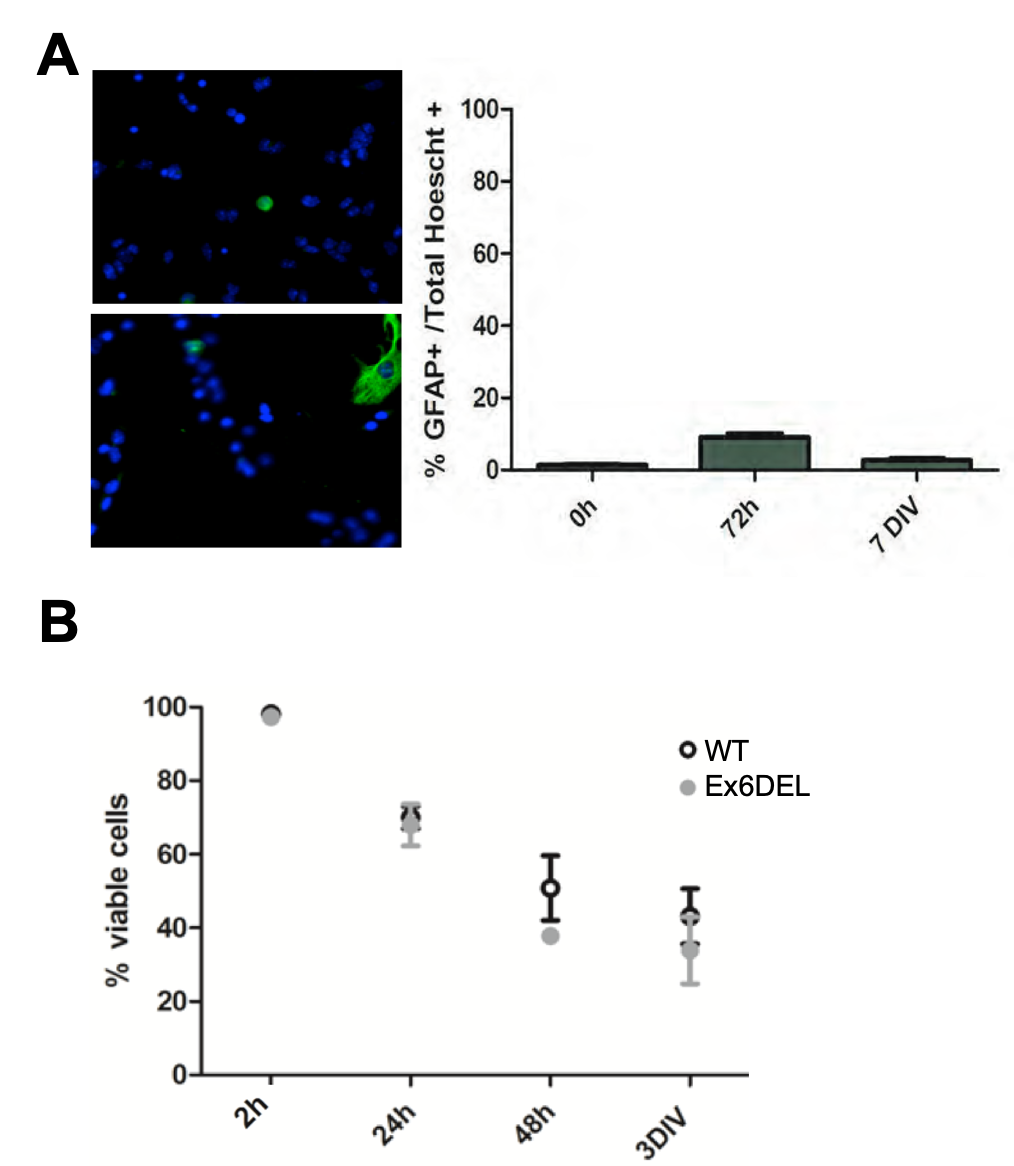

**Supplemental Figure 1. The GNP cultures show no differences in viability and have a low level of astrocyte contamination.** A) Two representative images of WT GNP cultures stained with GFAP (green) to detect contaminating astrocytes. Quantification of the astrocyte+ cells is shown on the right at different times after plating. B) The GNP cultures derived from WT and Ex6DEL mice show no differences in cell viability.

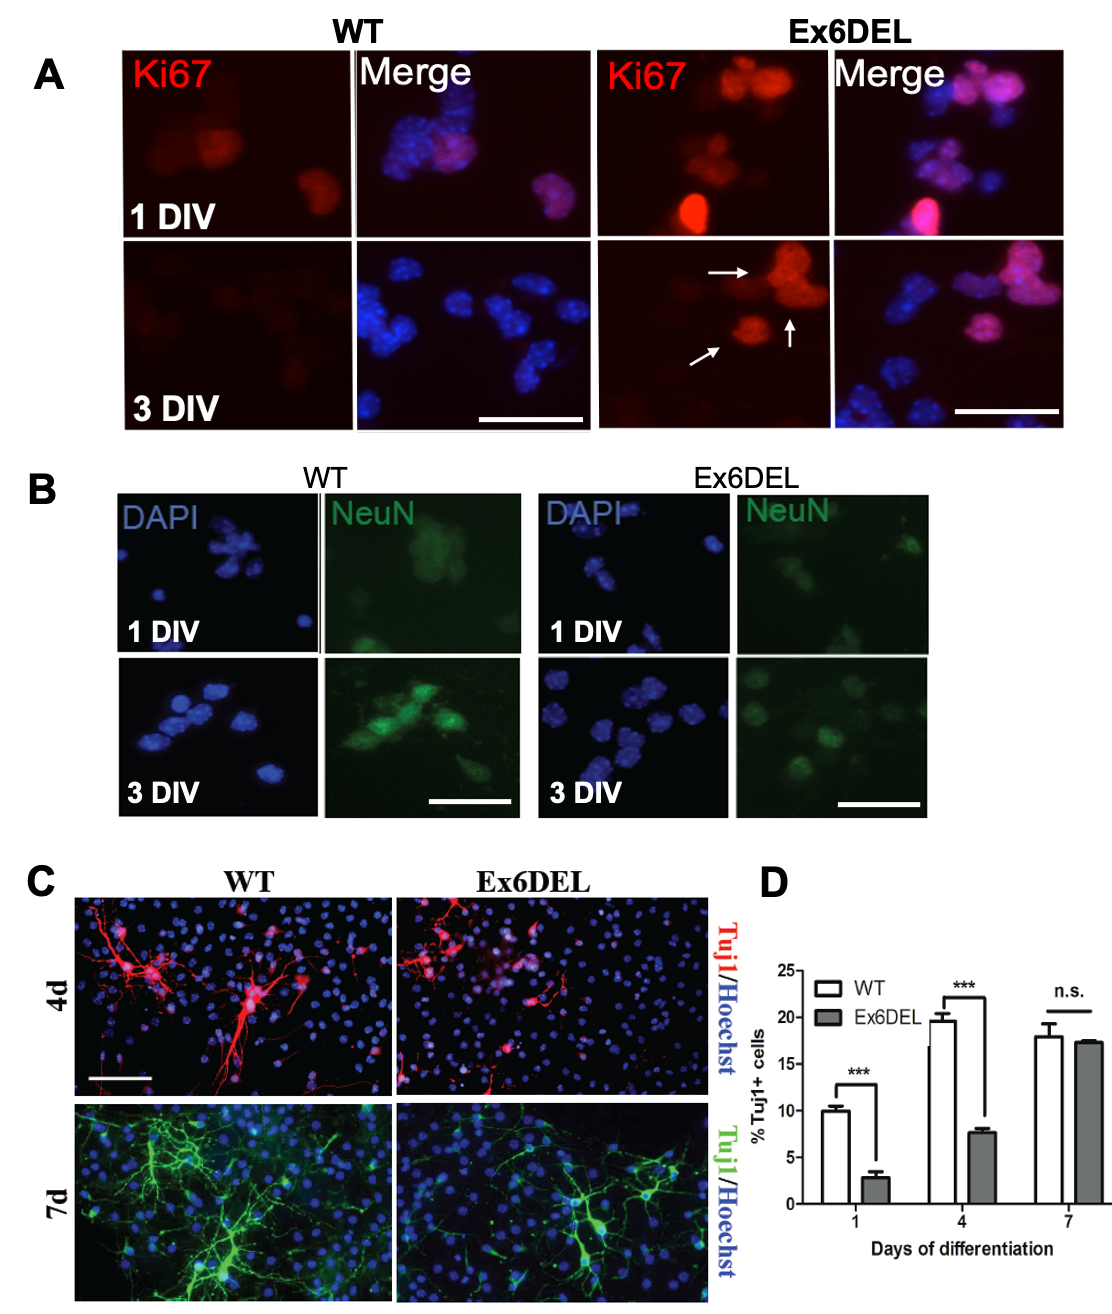

**Supplemental Figure 2. Differentiation of Ex6DEL GNPs**.

Representative images of WT and Ex6DEL GNP cultures at 1 and 3 DIV stained for **A)** the cycling cell marker, Ki67 (red); or for **B)** the differentiation marker NeuN (green) and counterstained with DAPI (blue). Arrows in panel A indicate the persistence of Ki67+ cells at 3 DIV in the Ex6DEL cultures. Scale bar, 25 μM. **C)** Differentiating cortical neurons from WT and Ex6DEL mice were identified by staining with Tuj1+ at 4 days in vitro (red) or 7 days in vitro (green) after inducing differentiation. Note the increased dendritic arborization at 7 days compared to 4 days, and the prominent delay in dendrite formation between Ex6DEL samples and control samples. **D)** Quantification of the percentage of Tuj1+ cortical neurons at 1, 4, and 7 days in culture.

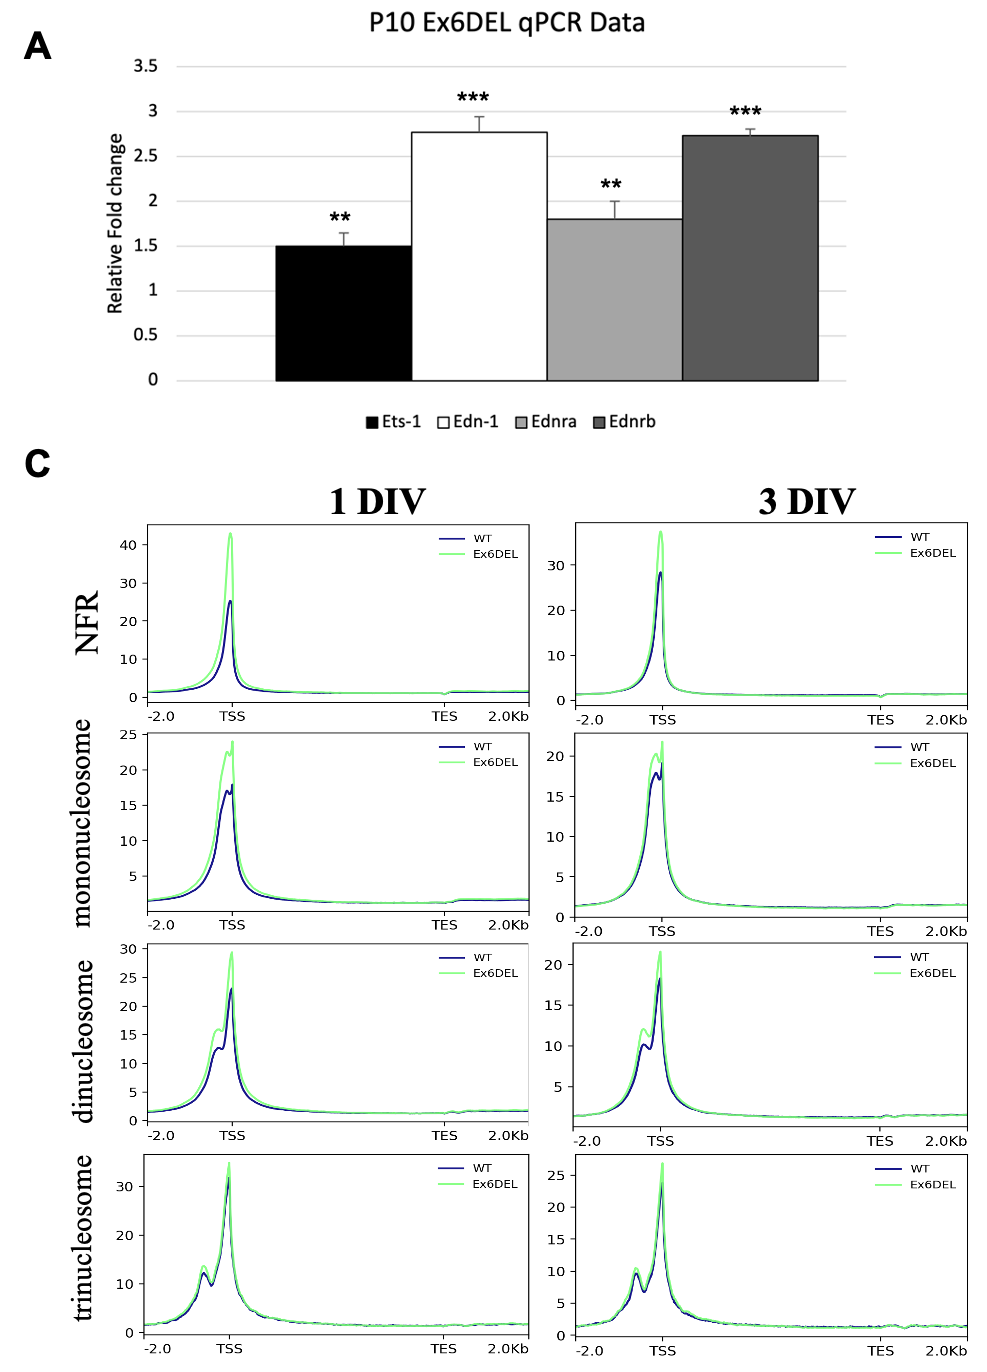

**Supplemental Figure 3. RT-qPCR validation of DEGs and mapped ATACseq reads. A)** RNA isolated from cerebella of P10 WT and Ex6DEL mice was used for RT-qPCR to validate dysregulated genes identified by RNAseq. B) ATACseq reads from 1 and 3 DIV were mapped by size as either nucleosome-free (NFR) or representing mononucleosome, dinucleosome or trinucleosome fragments. Reads were then mapped to a normalized gene for comparison of WT (blue) or Ex6DEL (green) cultures.

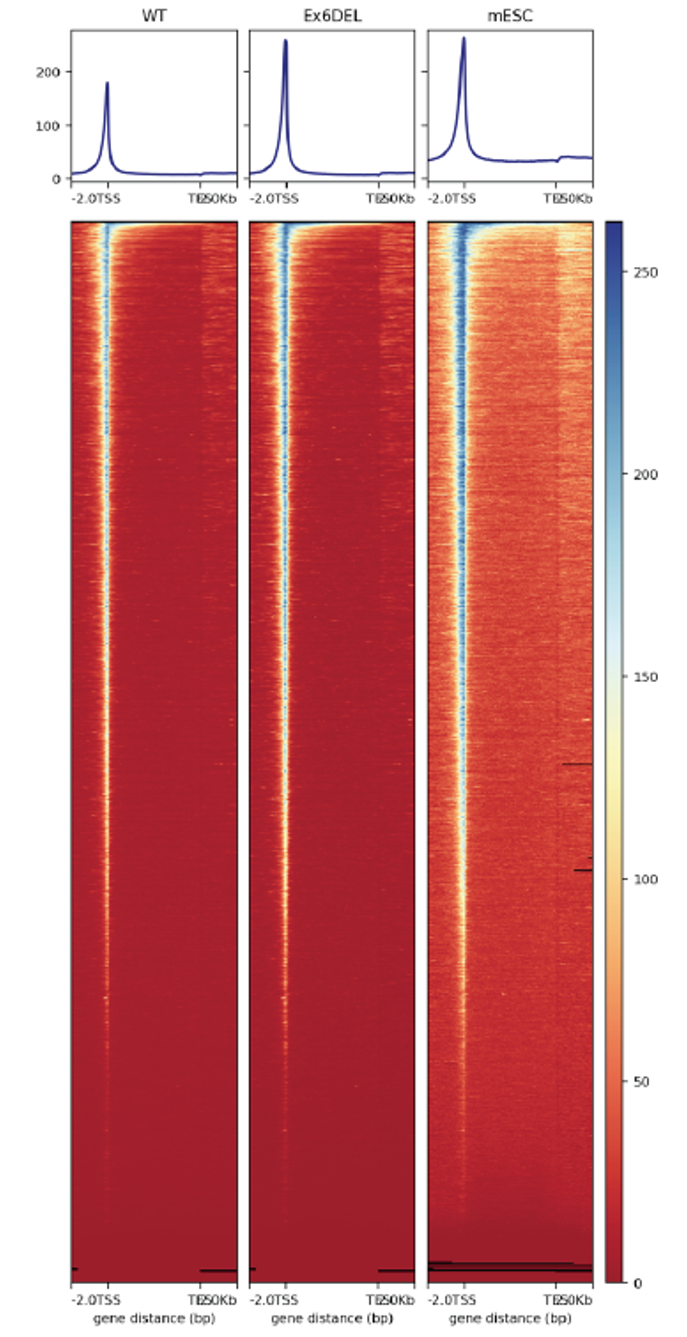

**Supplemental Figure 4. Genome wide chromatin accessibility at TSS.** Chromatin accessibility maps were generated by normalizing all genes to an identical size and then showing the chromatin for each gene around the TSS. Accessibility was increased for the Ex6DEL (middle panel) GNP cultures compared to WT (left panel) cultures and the level of open chromatin was more similar to that observed for mouse ESCs (right panel).

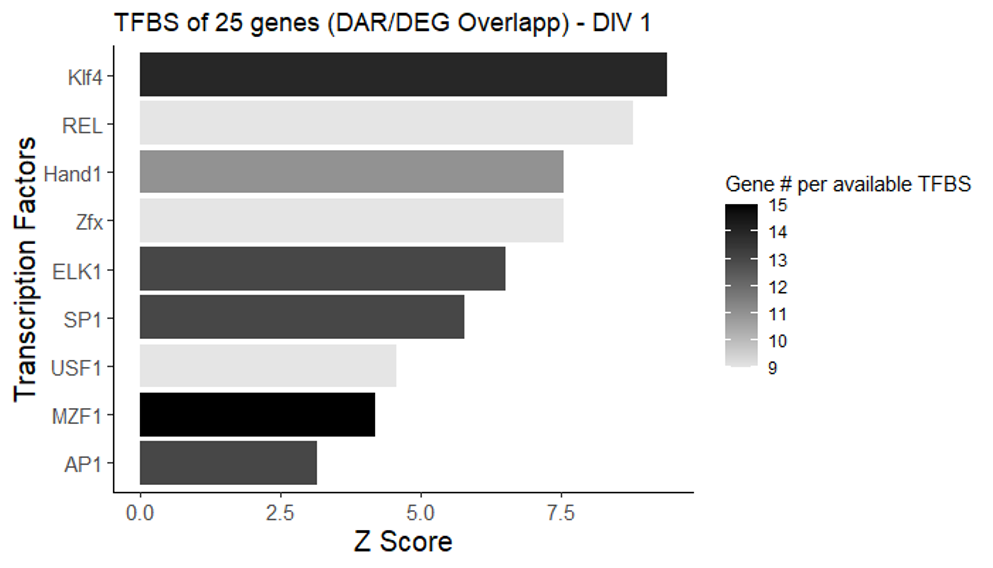

**Supplemental Figure 5. Transcription factor binding sites at DAR/DEG overlapping genes.** A total of 25 DEGs at 1 DIV had a corresponding DAR located within the promoter DAR. The graph plots the common transcription factor binding sites located within the promoter DAR of these DEGs.

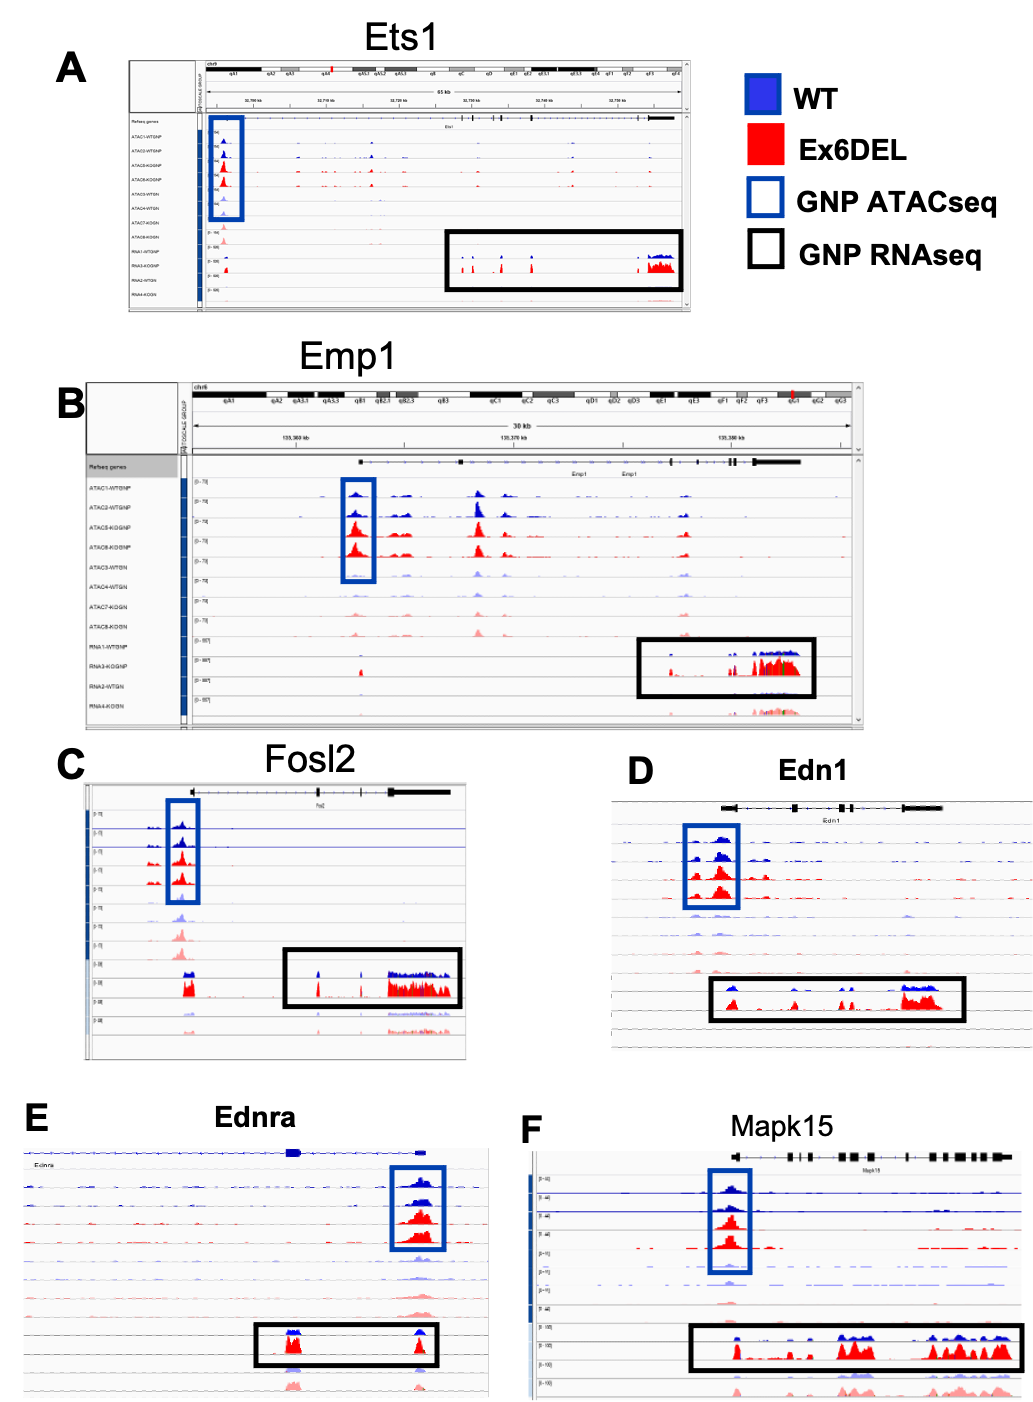
**Supplemental Figure 6.** **Genome browser tracks for selected DEGs**. ATACseq peaks and RNAseq reads are shown in IGV browser format for the *Ets1* **(A)**, *Emp1* **(B)***,* *Fosl2* **(C),** *Edn1* **(D)***, Ednra* **(E)***, and Mapk15* **(F)** genes. Peaks in blue correspond to data from WT cultures while red peaks correspond to Ex6DEL cultures. The 1 DIV GNP ATACseq tracks are shown in the blue box. The 1 DIV GNP RNAseq reads are shown within the black box. The remaining unboxed tracks correspond to ATACseq and RNAseq from the 3 DIV timepoints corresponding to GNs.

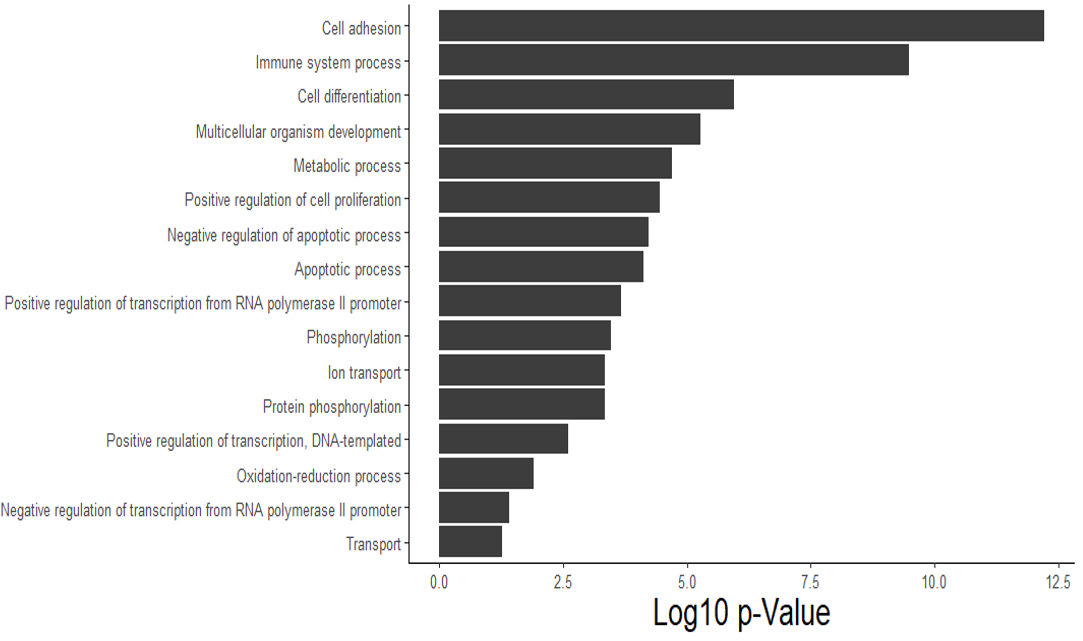

**Supplemental Figure 7. GO Term analysis for novel DEGs at 3 DIV timepoint.** Comparison of WT and Ex6DEL cultures at 3 DIV identified 2248 DEGs that were distinct from the Ex6DEL- and WT-specific DEGs changing between 1- and 3-DIV.

How the deposited data were processed for this re-analysis (not part of the article)

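The authors isolated GNPs from WT and Ex6DEL pups, cultured them, sequenced paired-end RNA libraries, and deposited 1 file per library for 12 libraries. Each file holds, for 107368 transcripts, the estimated counts that the authors made with kallisto 0.44.0 and 50 bootstraps on the GRCm38 transcriptome of Ensembl release 88, not normalized and not pooled over libraries. The deposited effective transcript lengths, by kallisto and in bases, were used only to compute TPM and length offsets for alternatives, and the deposited transcript lengths in bases were not needed for any test. The authors tested differences with sleuth 0.29.0, which needs the bootstraps. These are not in the files, and sleuth was not available, so their test could not be run. For the ATAC-seq part of the study, which the authors aligned with Bowtie2 2.3.4, no file was supplied.

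Transcripts were matched to genes by the Ensembl gene and transcript IDs of GENCODE release M21: 106003 of 107368 (98.73%) matched, and the rest held 0.531% to 0.657% of the counts of a library. Counts were summed over the transcripts of each of 34162 genes and rounded to whole numbers. The filter filterByExpr of edgeR 4.0.16, with its defaults and the 4 groups, kept 17766 genes, and library sizes were scaled by TMM. CPM is the count divided by the scaled library total, times 1000000. The tests were run in R 4.3.3 with edgeR, limma 3.58.1 and DESeq2 1.42.0, and tables and the figure were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

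The fit was edgeR's quasi-likelihood model with robust estimation, 1 coefficient per group and no block. The common biological coefficient of variation was 0.2611 and the median prior degrees of freedom 3.291. The comparisons were Ex6DEL against WT at 1 DIV and at 3 DIV, 3 DIV against 1 DIV in each genotype, and the difference between the genotype effects at the time points. A gene was called with a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper's methods. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Where a group lay at 0, a fold is given as a lower bound, with 3 counts set for the sum of that group.

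Named genes are those the paper names in connection with these libraries, the 8 genes with the largest and smallest log2 fold changes among the called genes of a comparison with at least 1 CPM in a group, and the genes with the lowest p of each list. Gm5905 is outside this rule and is named since it was the 1 gene that this edgeR test called between the genotypes at each time. The lists are 38: 34 written from general knowledge, in part with genes of the paper added, and 4 as the paper names them. They cover the Shh, Wnt, Notch, endothelin, ERK and FGF pathways, AP-1 and immediate early genes, the cell cycle, the ISWI complexes, EMT, stress and metabolic responses, and markers of cell types. Each was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, with adjustment over the 38 lists of a comparison. A count "adjusted over the list alone" uses the Benjamini-Hochberg method over the measured members only, at the same fold threshold.

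Before the comparisons were read, the tests were tried on counts drawn from the mean levels and spread of the files, with known changes placed in 200 genes. Each library was drawn independently, so the shares found may not hold for the real groups. In the 1 DIV comparison edgeR found 3% of changes of 1.5 fold, 41.8% of 2 fold and 93.9% of 4 fold, with 4 false among 102 calls. In the 3 DIV comparison these were 3%, 34.3% and 92.4% (7 false of 100), in WT differentiation 9%, 35.8% and 80.3% (6 of 92), and in Ex6DEL differentiation 3%, 35.8% and 89.4% (5 of 93). DESeq2 found 20.9%, 62.7% and 97% at 1 DIV with 40 false of 171 calls, 11.9%, 58.2% and 97% at 3 DIV with 38 of 161, 22.4%, 61.2% and 98.5% in WT with 46 of 178, and 19.4%, 56.7% and 97% in Ex6DEL with 51 of 174. The edgeR test was kept for its fewer false calls.

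Whether replicates of the same number belong together was tested by the correlation of their deviations from the group means in log2 CPM over genes. It lay above 0.1 for every replicate number only in Ex6DEL differentiation (0.4978, 0.1989 and 0.371), and in the other comparisons at least 1 pair was lower, down to -0.1139 at 1 DIV. The files do not say that the numbers mark litters, and the tests here are unpaired. The replicate block is among the alternatives. The first principal component of the libraries held 65.12% of the variance and divided the time points, and the next 3 held 13.25%, 8.45% and 3.44%.

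Total estimated counts per library had a median of 41077436 in WT and 37252549 in Ex6DEL at 1 DIV, and 33857061 in WT and 36346059 in Ex6DEL at 3 DIV, where replicate 3 of WT had 12463455. Libraries were scaled and not reduced to a common depth. Hemoglobin genes took 0.026% to 0.054% of counts at 1 DIV, the choroid plexus gene Ttr 0.53% to 3.39% over all libraries, and mitochondrial genes 2.13% to 6.43%. No library was left out of the fit.

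Alternatives set before the comparisons were read were DESeq2, RLE factors, no filter, a filter at a mean count of 50, the 6 libraries of a comparison alone, the replicate block, an offset for transcript length, limma on log2 scaled counts with a pseudocount of 0.5 and the filter of sleuth (5 counts in 47% of libraries), limma on log2(TPM + 1), a log2 threshold of 0.5 as in the paper's results text, the 1.5 fold threshold on a natural-log scale, no fold threshold, and leaving out each library in turn. Added after values were seen were the 3 DIV groups with replicates 2 and 3 only, the same with the natural-log threshold, replicates 2 and 3 of every group only, replicates 2 and 3 at 3 DIV summed and counted as 1, and replicate 1 against replicates 2 and 3 as a batch term. Simulated genotypes without a difference were made by drawing counts for both genotypes from the mean level of each time point and the fitted spread, 10 times.

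Left out were the parts of the paper without deposited counts here: ATAC-seq, blots, BrdU, histology and RT-qPCR at P10. GO terms were not tested again. Exon 6 of Smarca1 could not be examined, since the files hold no reads by position.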

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

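The rule that picks undiscussed lists only where camera and fry both passed, the naming of Gm5905, the leaving out of libraries for gene lists and the set with replicates 2 and 3 only at 3 DIV were chosen after results were seen, and the other tests were fixed earlier.

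For 23 lists the genotype effect at 3 DIV differed from that at 1 DIV in camera, which the paper does not examine, as the median of the difference in log2. It rose toward 3 DIV for the Shh pathway (0.3984), mitosis (0.2689), DNA replication (0.257), neuronal genes (0.3589), astrocytes (0.2894), the oligodendrocyte lineage (0.7262), choroid plexus (0.3703), Purkinje cells (0.3303), neural stem cells (0.4973) and cholesterol synthesis (0.3844). It fell for AP-1 (-0.4473), immediate early genes (-0.4668), Wnt feedback targets (-0.209), the Wnt genes named by the study (-0.6174), promoter DAR genes with a Fos/Jun site (-0.4908), the endothelin pathway (-0.5545), the Notch pathway (-0.4002), the cancer and EMT genes of the study (-0.8045), endothelial cells (-1.1909), pericytes (-0.8474), motile cilia (-0.438), erythroid cells (-0.9649) and the NF-kappaB response (-0.7436). A total of 12 lists passed without replicate 1 of WT at 3 DIV, and there neuronal genes, AP-1, immediate early genes, Wnt feedback targets, the Wnt genes named by the study, promoter DAR genes, the endothelin pathway, the cancer and EMT genes, motile cilia, erythroid and Purkinje cells lost the call. The median with replicates 2 and 3 only at 3 DIV was -0.174 for neuronal genes, 0.0049 for motile cilia, 0.0225 for promoter DAR genes and 0.0508 for Wnt feedback targets, so the sign of these 4 depends on replicate 1 at 3 DIV. Mitosis, DNA replication, astrocytes, the oligodendrocyte lineage, choroid plexus and neural stem cells lost the call without at least 1 other library (highest adjusted p = 0.7101, for astrocytes). With an estimated correlation 0 of the 23 passed, fry passed 0 lists, and 0 genes passed the test of that difference.

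Motile cilia genes had a median log2 fold change of 1.0852 in Ex6DEL at 1 DIV, and the paper does not discuss ependymal cells. The NF-kappaB response had a median of 0.9576 at 1 DIV and is not discussed either. Cholesterol synthesis genes, also not discussed, had a median of -0.3876, with all 17 below 0.

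Gm5905 had a log2 fold change of -6.7643 at 1 DIV and -4.1329 at 3 DIV, the 1 gene called between the genotypes at each time by edgeR's quasi-likelihood test with its default filter and all 12 libraries, where DESeq2 called 774 at 1 DIV and 22 at 3 DIV. The paper's text does not discuss it, while its table of genes at 1 DIV holds it.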

How the results depend on the processing

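Every setting with replicates 2 and 3 alone, summed or as a batch, and the replicate block and left-out libraries for gene lists, was added after results were seen, and the other tests were fixed earlier. At 1 DIV the count of genes higher in Ex6DEL was 0 and went to 540 with DESeq2 and 1 without the filter, and the count lower was 1 and went to 234 with DESeq2. Leaving out 1 library gave 0 to 124 higher and 1 to 80 lower, the highest without replicate 2 of Ex6DEL at 1 DIV and replicate 1 of Ex6DEL at 3 DIV. They were 798 and 418 with replicates 2 and 3 only at 3 DIV, 657 and 189 with a natural-log threshold as well, and 2397 and 957 with replicates 2 and 3 of every group. At 3 DIV the count higher was 0 and the count lower 1, against 10 and 12 with DESeq2, 0 lower with only the 6 libraries compared, 2 lower with limma on TPM, and 0 lower with replicates 2 and 3 at 3 DIV summed. Leaving out 1 library gave 0 to 1265 higher and 0 to 666 lower, the highest without replicate 1 of WT at 3 DIV and the lowest lower count without replicate 3 of Ex6DEL at 3 DIV; without replicate 1 of Ex6DEL at 3 DIV 1 was higher. Replicates 2 and 3 only at 3 DIV gave 2266 and 1531, with the natural-log threshold 1799 and 835, and replicates 2 and 3 of every group 3443 and 1999. Counts higher, lower and shared in differentiation stayed within 1.5 times in every setting: without 1 library 2551 to 3561 higher and 2850 to 3755 lower in WT, 2788 to 3487 and 2928 to 3548 in Ex6DEL, and 4607 to 5243 shared. Genes called in WT only were 1448, and 895 and 941 without replicate 2 or 3 of WT at 3 DIV, 2209 without replicate 1 of Ex6DEL at 1 DIV, 2258 with replicates 2 and 3 only at 3 DIV and 2465 with replicates 2 and 3 of every group. Those in Ex6DEL only were 1311, and 1016 to 1792 over the settings. The number of genes with a different genotype effect at the time points was 0, 32 with DESeq2, 0 to 4 without 1 library (4 without replicate 2 of Ex6DEL at 1 DIV), 112 with replicates 2 and 3 only at 3 DIV and 2203 with replicates 2 and 3 of every group.

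Genes called in WT only and also between the genotypes at 3 DIV were 0, and 4 with DESeq2, 757 with replicates 2 and 3 only at 3 DIV, 517 with the natural-log threshold there, 945 with replicates 2 and 3 of every group, and 0 to 421 without 1 library. For Ex6DEL only they were 0, and 4 with DESeq2, 1 with limma on scaled counts, 1 with limma on TPM, 601, 413 and 705 in the same 3 sets of replicates, and 0 to 280 without 1 library. Both highest values left out replicate 1 of WT at 3 DIV.

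With a replicate block, as for paired cultures, 0 genes were higher and 1 lower at each time point, 3310 and 3527 in WT and 3313 and 3437 in Ex6DEL differentiation, with 5353 shared. With an estimated correlation the gene lists past the test went from 22 to 0 at 1 DIV, 21 to 0 at 3 DIV, 16 to 0 in WT, 20 to 5 in Ex6DEL and 23 to 0 for the difference between them. Leaving out 1 library gave 21 to 25, 15 to 22, 15 to 18, 16 to 22 and 12 to 27 lists, the 12 without replicate 1 of WT at 3 DIV.

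Of the named genes, Calb1 at 1 DIV reversed, from -2.50 to 0.75 with replicates 2 and 3 of every group only. Depth per library was 12463455 to 79456745 estimated counts, and libraries were scaled and not reduced to the lowest. The cause was not tested.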

Differences from the paper's values

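The settings named here as added, and the search over subsets of replicates, were chosen after seeing the values; the other tests were set before the data were examined.

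The fold changes of the paper's 1 DIV table match those found here on a natural-log scale: over 525 genes the ratio of the log2 values here to the paper's was 1.427, where log2 to natural log gives 1.443, and all 525 signs were the same. In its 3 DIV table the sign is turned, since 3 of 1957 genes had the same sign, so the paper's genes down at 3 DIV were set against genes lower in WT than in Ex6DEL. Over the genes that could be read, the ratio was 1.447 in Ex6DEL differentiation, 1.214 in WT differentiation and -0.695 at 3 DIV. The natural-log scale is thus not shown for WT differentiation or 3 DIV. In each of these comparisons all 1993 genes that could be read are negative in the paper, so dropped genes are counted in that direction only. Fold changes below are natural logs, with the scale of 1 DIV carried over to 3 DIV. The thresholds of the counts are those of the paper's methods. A count is said to differ where it or the paper's is over 1.5 times the other, and a fold change where its sign is opposite or it lies over 1 standard error from the paper's.

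At 1 DIV the paper gives 126 genes lower in Ex6DEL, against 1 here. No setting fixed beforehand came within 1.5 times of it: DESeq2 gave 234, and the fit without replicate 1 of Ex6DEL at 3 DIV 80. It gives 403 higher, against 0 here, and of the settings fixed beforehand DESeq2 alone did not differ, with 540, while it left 136 of the paper's 529 genes without a call. With replicates 2 and 3 only at 3 DIV and the fold threshold on a natural-log scale, chosen after seeing the values, 189 genes were lower and 49 of the paper's 529 genes were dropped. DESeq2 called 393 of the paper's 529 genes, and the fits without replicate 2 of Ex6DEL at 1 DIV and without replicate 1 of Ex6DEL at 3 DIV called 76 and 126. In settings fixed beforehand up to 525 of the 529 had an unadjusted p under 0.05 in the same direction, and 526 with replicates 2 and 3 only at 3 DIV, chosen after seeing the values.

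At 3 DIV the paper gives 3518 DEGs, against 1 here. The settings fixed beforehand ranged from 0 to 1931, the latter without replicate 1 of WT, and all differ. With replicates 2 and 3 only at 3 DIV, chosen after seeing the values, 3797 genes were called, and 516 of the 1993 genes of the paper's 3 DIV table that could be read were dropped. With the natural-log threshold added there, also chosen after seeing the values, 2634 were called and 525 of the 1993 were dropped. For genes lower in WT the paper gives 2967, against 0 here, and no setting fixed beforehand reached it (highest 1265). With replicates 2 and 3 only at 3 DIV, chosen after seeing the values, there were 2266, with 516 dropped, and with replicates 2 and 3 of every group, likewise chosen after seeing the values, 3443, with 87 dropped. For genes higher in WT the paper gives 551, against 1 here. Without replicate 1 of WT at 3 DIV there were 666, which does not differ, and the other settings fixed beforehand do.

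For differentiation the paper gives 3419 shared DEGs, against 5225 here. Of the 24 settings fixed beforehand 8 differ. The others do not: no filter, the stricter filter, only the 6 libraries compared, the length offset, limma on TPM, the natural-log threshold (4136, the lowest), and 10 of the 12 leave-outs, all but replicate 1 of either genotype at 3 DIV. With replicates 2 and 3 at 3 DIV summed, chosen after seeing the values, 4282 were shared, with 413 of 1993 genes of the paper's WT table and 243 of 1993 of its Ex6DEL table dropped. With replicates 2 and 3 only at 3 DIV and the natural-log threshold, chosen after seeing the values, 4084 were shared, with 106 and 75 dropped.

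The paper gives 2228 DEGs in WT only, against 1448 here. Of the 24 settings fixed beforehand 13 differ, and DESeq2, only the 6 libraries compared, limma on scaled counts, the log2 threshold of 0.5, no fold threshold, and leaving out replicate 1 of WT at 3 DIV, replicate 1 or 2 of Ex6DEL at 1 DIV or any replicate of Ex6DEL at 3 DIV do not. Chosen after seeing the values were replicates 2 and 3 only at 3 DIV (2258, with 101 of 1993 genes of the WT table dropped), the same with the natural-log threshold (1875, 106 dropped), replicates 2 and 3 of every group (2465, 103 dropped) and the batch term (1539, 196 dropped), and none of them differs.

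Of these genes the paper finds 697 also called between the genotypes at 3 DIV, against 0 here, and of those called in Ex6DEL only it finds 573, against 0 here. The settings fixed beforehand reached 421 and 280, and all differ. Chosen after seeing the values, replicates 2 and 3 only at 3 DIV gave 757 and 601 with 516 of 1993 genes of the 3 DIV table dropped, the same with the natural-log threshold 517 and 413 with 525 dropped, and replicates 2 and 3 of every group 945 and 705 with 87 dropped. For the DEGs at 3 DIV outside both sets the paper gives 2248, against 1 here, with up to 1230 in the settings fixed beforehand, all of which differ. With replicates 2 and 3 only at 3 DIV, chosen after seeing the values, there were 2439, and with the natural-log threshold 1704, with 516 and 525 of the 1993 genes dropped.

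For Stox1 at 1 DIV the paper gives 0.80, against 0.658 here. Of the 21 settings fixed beforehand 10 differ. The stricter filter, only the 6 libraries compared, the length offset (0.750, the highest) and 8 leave-outs do not: replicate 1 or 2 of WT and of Ex6DEL at 1 DIV, and replicate 1 or 3 of WT and of Ex6DEL at 3 DIV. Replicates 2 and 3 only at 3 DIV gave 0.667 and replicates 2 and 3 of every group 0.750, both chosen after seeing the values, with 39 and 21 of the paper's 529 genes dropped. At 3 DIV, as WT minus Ex6DEL, the paper gives 0.725 for Neurod1 and 0.625 for Zic1, against 0.416 and 0.336 here. Leaving out replicate 1 of WT (0.605 and 0.434) or of Ex6DEL (0.673 and 0.683) at 3 DIV, and for Zic1 limma on TPM (0.474), gave values that do not differ, and the other settings fixed beforehand do. Replicates 2 and 3 only at 3 DIV gave 0.856 and 0.775, and replicates 2 and 3 of every group 0.829 and 0.748, chosen after seeing the values, with 516 and 87 of 1993 genes dropped. The other fold changes the paper states for these libraries do not differ on this scale.

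In a search of 49 combinations of replicates for each comparison, 196 in all and chosen after seeing the values, the median absolute difference from the paper's fold changes at 3 DIV was 0.140 for replicates 2 and 3 of WT against replicate 3 of Ex6DEL, 0.145 for replicates 2 and 3 of both, and 0.551 for all replicates. At 1 DIV all replicates gave the lowest value, 0.0275. In differentiation the lowest was that of replicates 2 and 3 at 3 DIV against all replicates at 1 DIV, 0.0789 in WT and 0.0285 in Ex6DEL, and all replicates gave 0.246 and 0.114.

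The paper states that Neurod1 and Zic1 are higher in Ex6DEL than in WT at 3 DIV. Here their log2 fold changes of Ex6DEL against WT were -0.60 and -0.48, and neither passed the test. Those at 1 DIV were -0.88 and -0.67, the former in the direction the paper states. It also states that activation of Notch signaling components was not observed. At 1 DIV no Notch gene was called here over all genes, while 12 of 16 were above 0, the list passed camera with an adjusted p = 5.77e-04, and the value was 0.170 with an estimated correlation.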

Other observations

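Chosen after the results they concern were seen were the tests of a wrong label, of replicates 2 and 3 as separate cultures, of a lower share of granule cells, of release of vessel genes and of strain variants, and the left-out libraries for gene lists, and the other tests were set earlier.

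Interferon response genes rose in differentiation, 18 higher and 0 lower in WT and 18 and 0 in Ex6DEL of 18, with medians of 2.68 and 2.27 (camera adjusted p = 1.94e-12 and 6.55e-11, and 0.195 and 0.257 with an estimated correlation). Stat1, which carries the response, rose by 2.03 and 2.25. In Ex6DEL against WT the list lay at 0.98 at 1 DIV (camera adjusted p = 6.62e-07, 0.285 with an estimated correlation) and 0.59 at 3 DIV (9.11e-05, and 0.620). With all libraries edgeR called 0 of its genes at either time, and without replicate 1 of WT at 3 DIV it called 8 higher at 3 DIV. DESeq2 called 3 higher at 1 DIV and 0 at 3 DIV. The NF-kappaB response had a median of 0.96 at 1 DIV (camera adjusted p = 2.49e-13, 0.170 with an estimated correlation), with Ccl20, a chemokine, at 2.45 (adjusted p = 0.114) and Birc3 at 1.18 (adjusted p = 0.129). At 3 DIV its median was 0.25 (camera adjusted p = 0.0197, 0.701 with an estimated correlation), and that call was lost without replicate 2 or 3 of WT at 3 DIV (up to 0.175). DESeq2 called 8 of its 18 genes higher at 1 DIV. EdgeR called 0 with all libraries and 4 without replicate 2 of Ex6DEL at 1 DIV. In differentiation 10 higher and 3 lower in WT and 7 and 5 in Ex6DEL of its genes were called. Genes of cholesterol synthesis were all below 0 at 1 DIV (median -0.39, camera adjusted p = 1.17e-08, 0.170 with an estimated correlation), with Mvd at -0.85 and Cyp51 at -0.51, and at -0.08 at 3 DIV (0.685). Hypoxia and glycolysis genes had medians of 0.20 at 1 DIV (camera adjusted p = 0.0794) and 0.34 at 3 DIV (0.00381, 0.620 with an estimated correlation), with 5 higher and 3 lower in WT and 8 and 4 in Ex6DEL in differentiation. For p53 targets these were 0.07 (0.460) and 0.28 (0.00749, 0.620 with an estimated correlation), with 6 higher and 2 lower in WT and 7 and 3 in Ex6DEL. Genes of cell cycle exit lay at -0.26 (0.501) and -0.12 (0.551), with 2 higher and 4 lower in WT and 2 and 4 in Ex6DEL. The subunits of ISWI complexes lay at -0.05 at 1 DIV (0.623) and -0.23 at 3 DIV (0.349), and fell in differentiation, 1 higher and 8 lower in WT and 0 and 7 in Ex6DEL (camera adjusted p = 0.00348 and 0.00214, and 0.105 and 0.0887 with an estimated correlation), with Baz1a at -2.63 and -2.12.

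Among other cell types, hemoglobin and other erythroid genes fell in differentiation, 1 higher and 5 lower in WT and 1 and 5 in Ex6DEL of 8 (medians -5.90 and -6.49, camera adjusted p = 1.72e-05 and 3.37e-07, and 0.0938 and 0.0435 with an estimated correlation), and lay at 0.20 at 1 DIV (0.365) and -0.69 at 3 DIV (0.141) between the genotypes. Astrocyte markers were called for 6 higher and 2 lower in WT and 9 and 2 in Ex6DEL, among them Aqp4, a water channel, at 2.56 and 3.46, with medians between the genotypes of -0.55 (0.154) and 0.13 (0.328). Markers of Purkinje cells and interneurons were lower in Ex6DEL at 1 DIV (median -1.20, camera adjusted p = 2.64e-04, 0.257 with an estimated correlation; the call is lost without replicate 1 of WT at 1 DIV, 0.0680), and lay at -0.55 at 3 DIV (0.104), with 3 higher and 5 lower in WT and 6 and 3 in Ex6DEL in differentiation. Microglial markers lay at -0.46 (0.0177, 0.679 with an estimated correlation) and -0.42 (0.0197, 0.701 with an estimated correlation), oligodendrocyte markers at -0.41 (0.0669) and 0.35 (0.0338, 0.744 with an estimated correlation), and meningeal markers at 0.62 (2.9e-05, 0.475 with an estimated correlation) and 0.22 (0.0105, 0.701 with an estimated correlation). In differentiation 5 higher and 5 lower in WT and 4 and 5 in Ex6DEL microglial, 0 higher and 7 lower in WT and 0 and 2 in Ex6DEL oligodendrocyte and 6 higher and 2 lower in WT and 4 and 4 in Ex6DEL meningeal genes were called. Choroid plexus markers lay at 0.86 at 1 DIV (0.0177, 0.679 with an estimated correlation). The camera call was lost at 1 DIV for microglia without replicate 1 of WT (0.649) or replicate 2 of Ex6DEL, and for choroid plexus without replicate 3 of WT or replicate 2 or 3 of Ex6DEL (up to 0.755). At 3 DIV it was lost for microglia without replicate 1 of WT (0.538) or replicate 2 or 3 of Ex6DEL, for oligodendrocytes without replicate 2 or 3 of WT or replicate 1 of Ex6DEL (up to 0.402), and for meninges without replicate 2 or 3 of WT (up to 0.227). Apart from what is said of differentiation, edgeR called no gene of these lists between the genotypes with all libraries. Without replicate 1 of WT at 3 DIV it called 4 meningeal, 2 astrocyte, 1 Purkinje and 1 microglial gene higher at 3 DIV, and 1 microglial gene lower. With replicates 2 and 3 only at 3 DIV, a set added later, 13 meningeal and 7 choroid plexus genes were among those higher.

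Without replicate 1 of WT at 3 DIV, 1265 genes were higher and 666 lower in Ex6DEL. The neuronal list in that library lay -0.7132 below replicates 2 and 3, and 6 lists of other cell types lay 0.53 to 1.39 above, which fits a smaller share of neurons in it. Mitosis (1.40), DNA replication (0.93), the Shh pathway (0.69) and neural stem cells (1.22) lay above as well, so cells that had differentiated less in that culture stay open too and were not tested apart. Replicate 1 of Ex6DEL at 3 DIV went the other way for neuronal genes (0.59), choroid plexus (-1.61), motile cilia (-0.81), the Shh pathway (-0.44), meninges (-0.37) and oligodendrocytes (-0.03). It went the same way for microglia (0.77), mitosis (0.46), DNA replication (0.43), astrocytes (0.36) and neural stem cells (0.17). A wrong label of replicate 1 of WT stays open, with mainly 1 gene to go by. Its Gm5905 level was 13.72 times the highest Ex6DEL library, though Gm5905 was picked with this library among those compared. At 1 DIV, where this library does not enter, Gm5905 was at 10.12 to 16.29 CPM in WT and 0.06 to 0.17 in Ex6DEL. Tmem181b-ps (2.26 CPM) and Dynlt1b (19.51) lay at the Ex6DEL level in it. Both were as low in replicate 1 of WT at 1 DIV (1.32 and 15.42), where Gm5905 was at 15.13. So these 2 genes do not mark the genotype and do not speak for a wrong label. The paper reports PCR genotyping of the cultures and a loss of RNAseq reads at exon 6 in Ex6DEL, which go with the labels. It does not say which libraries these cover. That replicates 2 and 3 at 3 DIV are not independent cultures remains open: at most 23.6% of genes differed within those pairs, and at least 54% within others. Staining for neurons in sister cultures, or the record of which dishes made each library, would tell these apart.

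Endothelial and motile cilia genes had higher levels in Ex6DEL at 1 DIV. More endothelial and ependymal cells in the Ex6DEL cultures would fit, since 94.4% or more of each list's genes lay within 2 standard errors of the list median, though 80.3% of all genes lay as close to 0 and other lists reached 50% to 100%. The paper passed GNPs through a Percoll gradient to raise purity. It reports high purity from staining for GFAP, a marker of astrocytes. A lower share of granule cells that raises every other cell type alike stays open: 3 of 4 further cell types (Purkinje, astrocyte, oligodendrocyte, microglia) were lower for over 70% of their genes, and 0 of 4 without replicate 1 of WT at 1 DIV, where the 4 medians were -0.38, 0.28, 0.16 and -0.06 and the endothelial median 1.20. Release of vessel genes in granule cells by the loss of Snf2l is open as well. By 3 DIV 32 of 34 endothelial genes in WT and 33 in Ex6DEL were called lower than at 1 DIV. The endothelial median between the genotypes was then -0.0839. That median was 0.0204 with replicates 2 and 3 only at 3 DIV, a set added later, with 8 genes of the list called higher and 1 lower. Counting granule cells and cells that stain for Pecam1 and Foxj1 at plating would separate these.

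Gm5905 was lower in Ex6DEL at both time points. Strain variants on chromosome 7 remain open. Of 29 genes with p of at most 0.01 in the same direction at both times, 7 lay on that chromosome, 3.02 times its share. The other 6 lie far from Gm5905 but near one another, from 4460674 (start of Eps8l1) to 16222037 (end of Dhx34). Reads shared with the near-identical Rps9 could not be weighed, since the summed level differed by 6.4% and Gm5905 is only 2.52% of it. Genotyping of the strain at this locus would show which holds.

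Splits of 6 libraries into 3 and 3 are 10 per comparison, too few for a share under 0.05. For DEGs the real counts of 1, 1, 6673 and 6536 (1 DIV, 3 DIV, WT and Ex6DEL differentiation) were reached by 1, 2, 1 and 1 of 10 splits, with the highest other counts at 0, 1990, 11 and 0. The split with 1990 sets replicate 1 of WT with replicates 2 and 3 of Ex6DEL at 3 DIV, so it points to a structure of the samples. For gene lists past the test the real 22, 21, 16 and 20 were reached by 3, 2, 5 and 3 splits, with the highest other counts at 23, 23, 16 and 24. For the difference of the genotype effects between time points, the real count was 0, which 100 of 100 splits reach by construction (highest other 1082), so that count of splits says nothing about chance.

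Tmem181b-ps was at 2.26 CPM in replicate 1 of WT at 3 DIV and 347.39 and 350.49 in replicates 2 and 3, and at 2.87 to 4.26 in Ex6DEL, and at 1 DIV it was at 1.32 in replicate 1 of WT, 63.36 and 130.7 in replicates 2 and 3, and 1.14 to 1.77 in Ex6DEL. Dynlt1b, also on chromosome 17, showed the same division, with 15.42 in replicate 1 of WT and 125.5 and 177.25 in the others at 1 DIV, and 19.51 against 253.66 and 257.78 at 3 DIV. So replicate 1 of WT lay near the Ex6DEL level for both genes at both time points, while its Gm5905 level was that of WT. This was noticed after the values were seen.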
